# Non-reciprocal Interspecies Hybridization Barriers in the Capsella Genus Are Established in the Endosperm

**DOI:** 10.1371/journal.pgen.1005295

**Published:** 2015-06-18

**Authors:** Carolin A. Rebernig, Clément Lafon-Placette, Marcelinus R. Hatorangan, Tanja Slotte, Claudia Köhler

## Abstract

The transition to selfing in *Capsella rubella* accompanies its recent divergence from the ancestral outcrossing *C*. *grandiflora* species about 100,000 years ago. Whether the change in mating system was accompanied by the evolution of additional reproductive barriers that enforced species divergence remained unknown. Here, we show that *C*. *rubella* and *C*. *grandiflora* are reproductively separated by an endosperm-based, non-reciprocal postzygotic hybridization barrier. While hybridizations of *C*. *rubella* maternal plants with *C*. *grandiflora* pollen donors resulted in complete seed abortion caused by endosperm cellularization failure, the reciprocal hybridization resulted in the formation of small seeds with precociously cellularized endosperm. Strikingly, the transcriptomic response of both hybridizations mimicked respectively the response of paternal and maternal excess hybridizations in *Arabidopsis thaliana*, suggesting unbalanced genome strength causes hybridization failure in both species. These results provide strong support for the theory that crosses between plants of different mating systems will be unbalanced, with the outcrosser behaving like a plant of increased ploidy, evoking a response that resembles an interploidy-type seed failure. Seed incompatilibity of *C*. *rubella* pollinated by *C*. *grandiflora* followed the Bateson-Dobzhansky-Muller model, involving negative genetic interaction of multiple paternal *C*. *grandiflora* loci with at least one maternal *C*. *rubella* locus. Given that both species only recently diverged, our data suggest that a fast evolving mechanism underlies the post-zygotic hybridization barrier(s) separating both species.

## Author Summary

Changes in mating system are supposed to change levels of sexual conflict, causing reduced conflict in inbreeding compared to outbreeding species. The recently diverged species pair of the inbreeding *Capsella rubella* and the outbreeding *C*. *grandiflora* provides the opportunity to test this hypothesis. While hybridizations of *C*. *rubella* maternal plants with *C*. *grandiflora* pollen donors gave rise to seeds with phenotypic similarities to paternal excess hybridizations in *Arabidopsis thaliana*, the reciprocal hybridization had similarities to maternal excess hybridizations. These results lend support to the hypothesis that selfing reduces sexual conflict, causing the outcrossing parent to have an increased effective ploidy compared to the selfing parent, resulting in unbalanced genome ratios after hybridization and seed failure. Seed failure correlates with either precocious or delayed endosperm cellularization, in agreement with the endosperm being the battleground for sexual conflict in flowering plants. *C*. *grandiflora* and *C*. *rubella* have only recently diverged, suggesting that the genes building the hybridization barrier are rapidly evolving as a consequence of sexual conflict.

## Introduction

The highly selfing species *Capsella rubella* separated about 100,000 years ago from the obligate outcrosser *C*. *grandiflora* [1,2]. While *C*. *rubella* is found throughout much of southern and western Europe, *C*. *grandiflora* is restricted primarily to the northwest of Greece [3,4]. The breakdown of self-incompatibility in Capsella was concurrent with species divergence [1,3,4], which was associated with a rapid loss of diversity in the newly founded *C*. *rubella* [5].

Changes in mating system have been proposed to change levels of sexual conflict, with parental conflict being less intense in self-pollinating plants than in outcrossers [6]. The sexual conflict theory implies that maternally and paternally inherited genes are not equal in relation to maternal investment in offspring, while paternally inherited genes promote maternal provisioning of the progeny, maternally inherited genes counteract this activity [7,8]. Based on this theory, if such genes evolved under different levels of selection pressure in two different species, hybridization should lead to unbalanced maternal investment to offspring, leading to the establishment of a postzygotic hybridization barrier.

Nonequivalence of maternal and paternal genomes can be explained by genomic imprinting, an epigenetic phenomenon causing differential expression of genes depending on their parent-of-origin [9]. In flowering plants, genomic imprinting plays a predominant role in the endosperm, a terminal nutritive tissue supporting embryo growth that is consumed by the embryo during seed development or after germination [10]. Most angiosperms follow a nuclear-type of endosperm development, where the endosperm initially develops as a syncytium and cellularization is triggered after a defined number of mitotic cycles [11,12]. Endosperm cellularization is a crucial developmental transition, which in case of failure triggers embryo arrest [13–15]. Studies on different plant species consistently reported interspecies hybrid seed lethality due to endosperm cellularization failure [7,16–21]. Similar endosperm defects have been observed in hybridizations of plants that differ in ploidy, suggesting a common mechanistic basis [13,21,22]. Specifically in Arabidopsis, hybridization between a maternal tetraploid plant and a paternal diploid plant results in precocious endosperm cellularization, while the reciprocal hybridization causes increased endosperm growth and delayed or failure of endosperm cellularization [13]. Interspecies postzygotic hybridization barriers that are established in the endosperm can often be bypassed by changing the ploidy of one parental species [23–25]. This suggests that these barriers have a quantitative basis and that endosperm-based hybridization barriers are a consequence of deregulated imprinted genes [26–28]. These theoretical considerations are supported by the imprinted gene *ADMETOS*, which is causally responsible for triploid seed abortion [29]. As parental conflict is predictably less intense in self-pollinating plants than in outcrossers [7], in hybridizations of plants with differing mating systems, outcrossing parents are expected to behave like plants of increased ploidy. Therefore, there should be symptoms of maternal excess when the outcrosser is the seed parent and symptoms of paternal excess in the reciprocal cross [6]. While endosperm phenotypes in response to interspecies crosses lent support for this hypothesis [6], molecular evidence has been lacking thus far. To close this knowledge gap, we have investigated the interspecies hybridization barrier between the closely related species pair *C*. *rubella* and *C*. *grandiflora* on a morphological, genetic, and molecular level. Our results provide strong support for the theory that crosses between plants of different mating systems will be unbalanced, with the outcrosser behaving like a plant of increased ploidy, evoking a response that resembles an interploidy-type seed failure.

## Results

### The postzygotic barrier between *C*. *rubella* and *C*. *grandiflora* non-reciprocally affects seed development

The recently diverged *C*. *rubella* and *C*. *grandiflora* species are reproductively separated by different mating systems [1,3,4]. However, whether there are additional reproductive barriers between both species has not yet been investigated. We therefore performed reciprocal crosses between *C*. *grandiflora* and *C*. *rubella* and analyzed the resulting seed set. Pollinations in both directions were successful and resulted in similar numbers of seeds per silique between reciprocal crosses and intra-species crosses, revealing that there were no pollen incompatibilities between *C*. *rubella* and *C*. *grandiflora* (S1 Table). However, hybrid seeds developed abnormally and aborted at different frequencies; while about 40% of seeds after crosses of *C*. *grandiflora* × *C*. *rubella* (female × male) were abnormal (Fig 1A and 1B), corresponding to a germination rate of about 60% (Fig 1C), in the reciprocal cross all seeds aborted (Fig 1A, 1B and 1C). Hybrid seedlings of the cross *C*. *grandiflora* × *C*. *rubella* were variable in size and germination time point (Fig 1D) but developed into fertile adult plants. Intra-species crosses resulted in seed abortion rates below 5% and germination rates above 80% (Fig 1A and 1C). The seeds of the parental species were similar in size and weight (Fig 1B, 1E and 1F; *P* > 0.1, t-test). Seeds of the cross *C*. *rubella* × *C*. *grandiflora* were significantly larger than *C*. *rubella* seeds but lighter compared to both parental seeds (Fig 1E and 1F; *P* < 0.05, t-test), while seeds of the reciprocal cross were significantly smaller and lighter (Fig 1E and 1F; *P* < 0.01, t-test).

**Fig 1:**
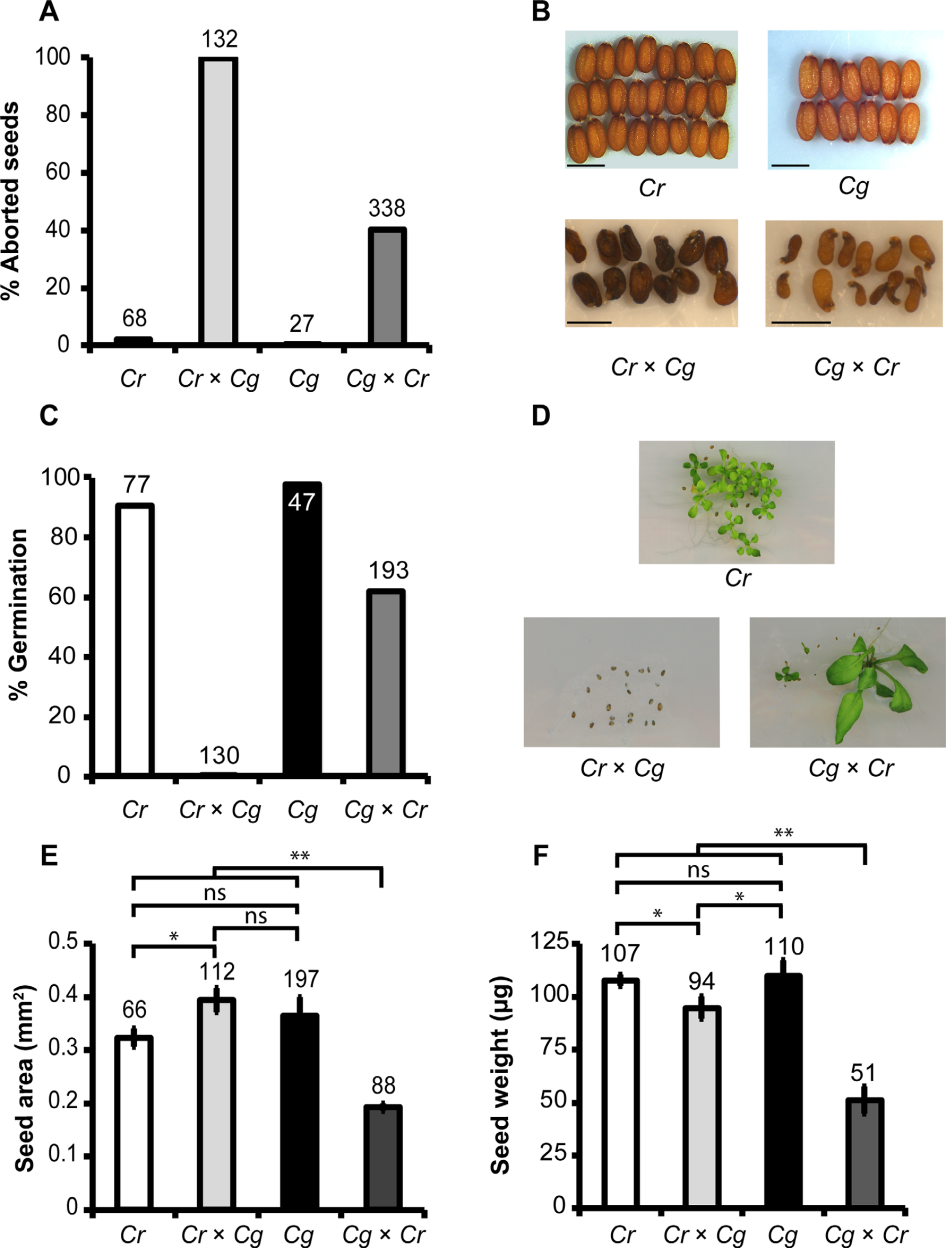
Cross direction-dependent incompatibility affects development of *Capsella rubella* and *C*. *grandiflora* hybrid seeds. Percentage (A) and phenotypes (B) of aborted and non-aborted seeds of *C*. *rubella*, *C*. *grandiflora* and reciprocal hybrids of both species. Scale bars reflect 1 mm. (C) Percentage of germinated seeds of indicated crosses. (D) Seedlings of indicated crosses 10 days after germination. Seed area (E) and seed weight (F) of indicated crosses. Error bars show standard deviation. Significance was determined by t test analysis. * P < 0.05, ** P < 0.01 ns, not significant. In all graphs numbers on top of the bars correspond to number of analyzed seeds.

### Abortion of *C*. *rubella* × *C*. *grandiflora* hybrid seeds is a consequence of abnormal endosperm development

Detailed analysis of parental and hybrid seeds at defined time points (4–7 days after pollination, DAP) revealed differences in the timing of endosperm cellularization in hybrid seeds compared to parental seeds (Fig 2). In both parental species cellularization was completed at 6 DAP, with the embryo having reached the torpedo stage. In contrast, the endosperm of *C*. *rubella* × *C*. *grandiflora* hybrid seeds was not cellularized at 7 DAP and embryo development was substantially delayed (Fig 2). Conversely, in the reciprocal cross, cellularization happened precociously at 4 DAP and was completed at 5 DAP. The seed coat did not expand properly, leaving insufficient space for the embryo to bend.

**Fig 2:**
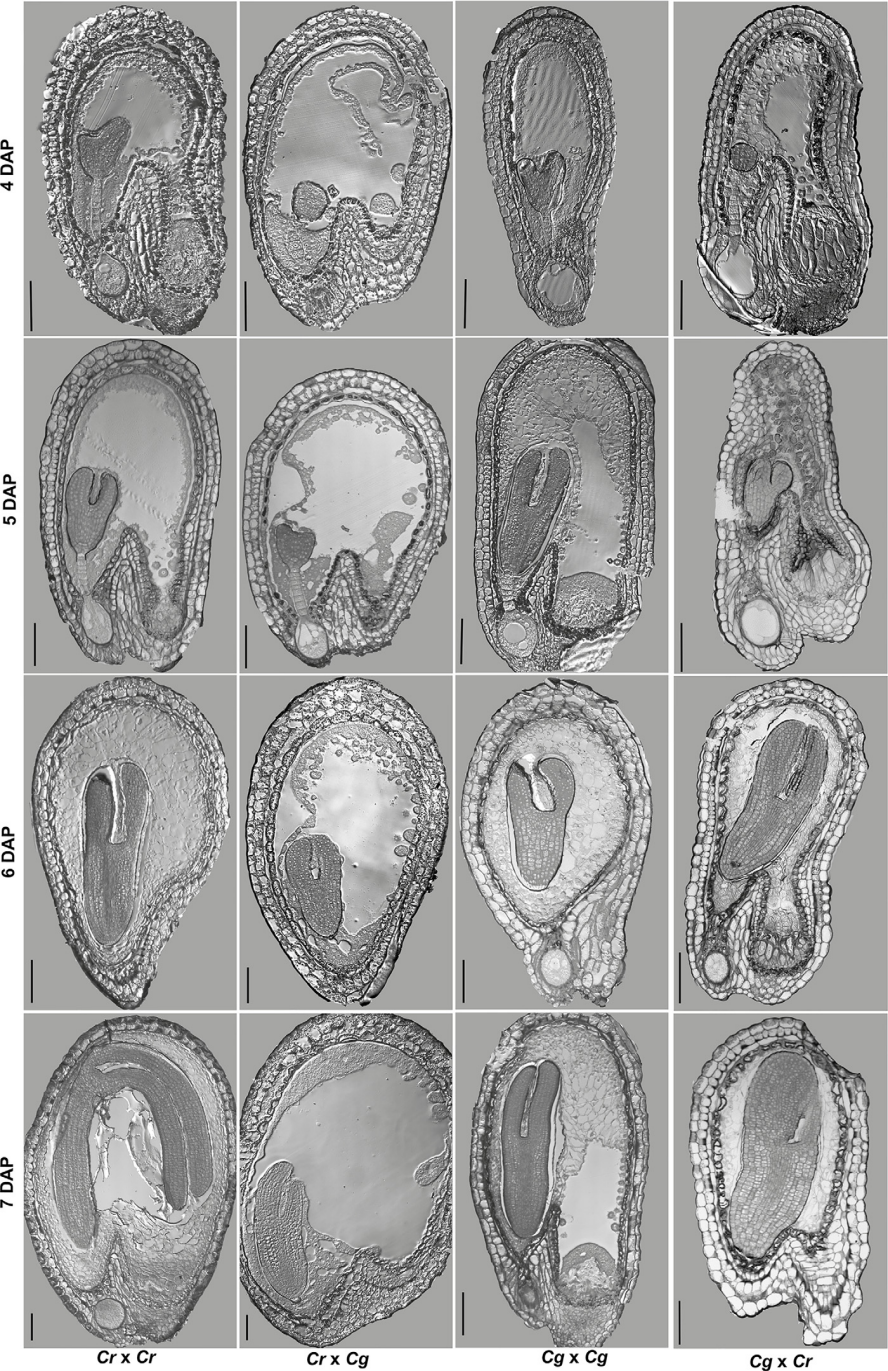
Hybrid seed incompatibility between *C*. *rubella* and *C*. *grandiflora* correlates with endosperm cellularization defects. Sections of *C*. *rubella*, *C*. *grandiflora* and reciprocal hybrid seeds at 4–7 days after pollination (DAP). Scale bar 100μm.

Delayed or complete block of endosperm cellularization has been correlated with embryo arrest [15]. We therefore tested whether abortion of hybrid *C*. *rubella* × *C*. *grandiflora* seeds is a consequence of abnormal endosperm development or rather caused by an embryo defect. To distinguish between both possibilities we isolated hybrid embryos at 13 DAP, when the endosperm was already completely collapsed, but the embryo was still viable (Fig 3A and 3B). Of 14 isolated embryos 9 developed normally and based on flower size the F1 plants were clearly recognized as hybrids (Fig 3C). *C*. *grandiflora* × *C*. *rubella* hybrids were easily obtained and resembled in flower size the reciprocal hybrid (Fig 3C). Together we conclude that abortion of *C*. *rubella* × *C*. *grandiflora* hybrid seeds is a consequence of abnormal endosperm development and most likely endosperm cellularization failure, which can be bypassed by embryo rescue.

**Fig 3:**
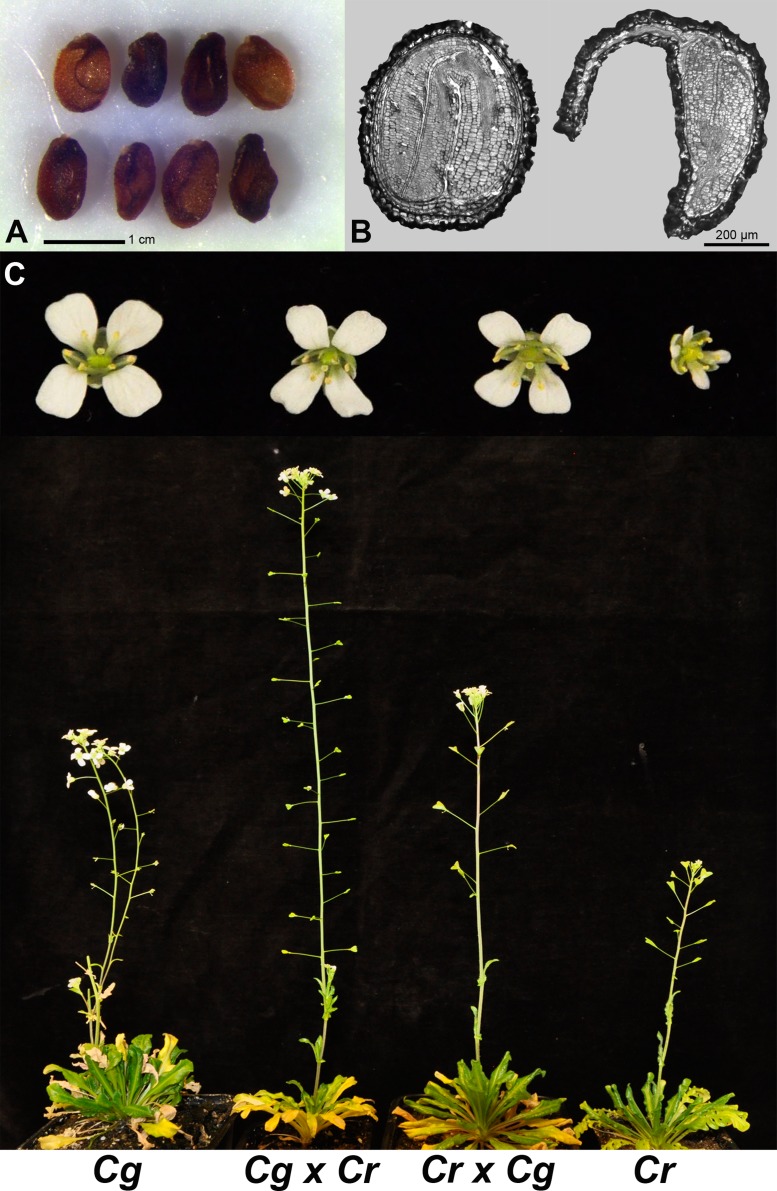
*C*. *rubella* × *C*. *grandiflora* hybrid embryos are viable, revealing a major role of endosperm defects in hybrid seed incompatibility. (A) *C*. *rubella* × *C*. *grandiflora* hybrid seeds at 13 days after pollination (DAP). (B) Section through seeds derived from crosses of *C*. *rubella* × *C*. *rubella* (left) and *C*. *rubella* × *C*. *grandiflora* (right) at 13 DAP. The sections reveal that hybrid embryos reach the torpedo stage at which development arrests. (C) Comparison of adult plants of all crosses (*C*. *grandiflora* × *C*. *grandiflora* (*Cg*), *C*. *grandiflora* × *C*. *rubella* (*Cg* × *Cr*), *C*. *rubella* × *C*. *grandiflora* (*Cr* × *Cg*), *C*. *rubella* × *C*. *rubella* (*Cr*)). Flower phenotypes of the respective genotypes are shown on top.

### Endosperm cellularization failure is not coupled to proliferation abnormalities

In interploidy crosses of *A*. *thaliana*, increased paternal ploidy causes increased endosperm proliferation and cellularization failure [13], mimicking crosses of *C*. *rubella* × *C*. *grandiflora*. Conversely, in seeds with increased maternal ploidy, endosperm proliferation is decreased and cellularization occurs precociously [13]. We therefore tested whether the endosperm cellularization defects in reciprocal Capsella crosses were reflected by changes in endosperm proliferation. Crosses of *C*. *rubella* × *C*. *grandiflora* resulted in similar proliferation rates compared to proliferation rates in the maternal *C*. *rubella* species, with nuclei numbers doubling between 3–5 DAP (Figs 4 and S1). Nuclei numbers decreased at 5–7 DAP in *C*. *rubella*, correlating with progression of embryo development. Failure of endosperm cellularization and arrest of embryo development correlated with unchanged nuclei numbers in *C*. *rubella* × *C*. *grandiflora* hybrid seeds between 5 and 7 DAP (Fig 4).

**Fig 4:**
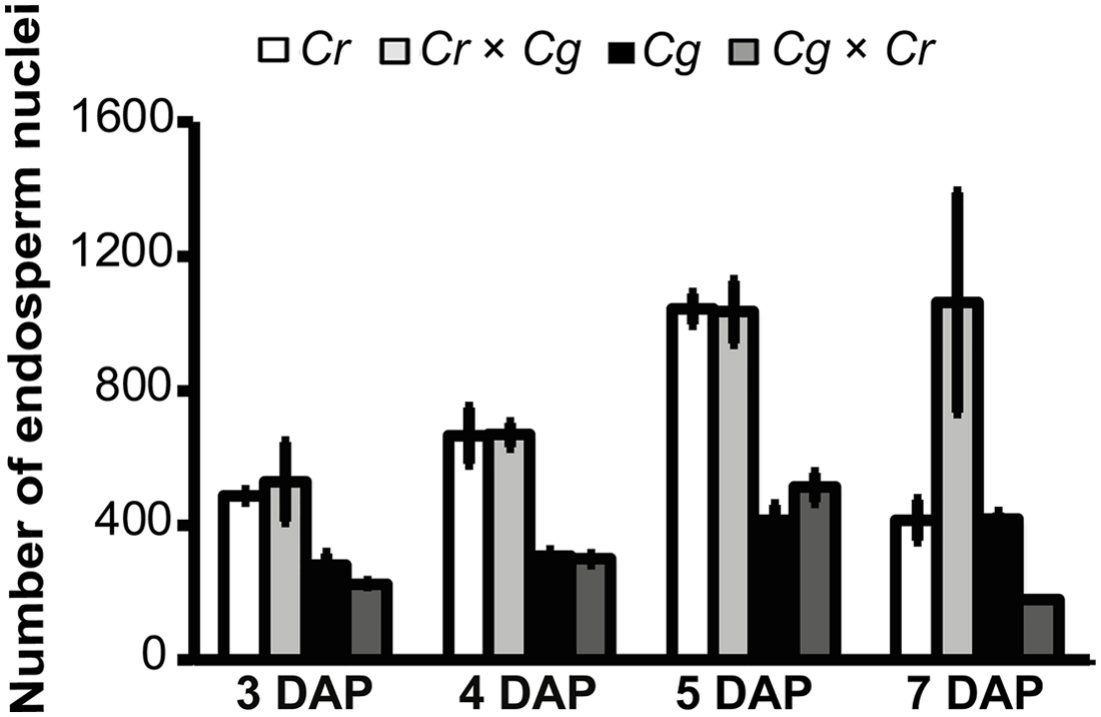
Hybrid seed incompatibility is not a consequence of endosperm proliferation defects. Endosperm nuclei numbers for each cross (*C*. *grandiflora* × *C*. *grandiflora* (*Cg*), *C*. *grandiflora* × *C*. *rubella* (*Cg* × *Cr*), *C*. *rubella* × *C*. *grandiflora* (*Cr* × *Cg*), *C*. *rubella* × *C*. *rubella* (*Cr*)) at indicated days after pollination (DAP). Three seeds per cross where counted. Error bars show standard error.

In the reciprocal cross, *C*. *grandiflora* × *C*. *rubella* nuclei proliferation followed that of the maternal *C*. *grandiflora* parent and nuclei numbers also doubled between 3–5 DAP. However, *C*. *grandiflora* as well as *C*. *grandiflora* x *C*. *rubella* hybrid seeds had only half the nuclei numbers compared to *C*. *rubella* and *C*. *rubella* x *C*. *grandiflora* seeds, revealing different endosperm proliferation rates between both parental species. At 7 DAP nuclei numbers in *C*. *grandiflora* x *C*. *rubella* seeds were only half that compared to *C*. *grandiflora* seeds, which is likely a consequence of increased endosperm consumption by the hybrid embryo. Together, we conclude that endosperm proliferation in the hybrids followed that of their maternal parental species, suggesting that the hybridization block caused by failure in endosperm cellularization is not a consequence of abnormal endosperm proliferation.

### Interspecies and interploidy hybridizations cause similar molecular defects

The observed non-reciprocal defects in Capsella hybrid seeds resembled defects in response to interploidy hybridizations in Arabidopsis [13]. To test whether the similarity at the phenotypic level was also reflected at the molecular level, we generated genome-wide expression data of *C*. *rubella* and *C*. *grandiflora* parental seeds and reciprocal hybrid seeds. 

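The expression data came from RNA-sequencing of seeds of 4 crosses with 2 replicates each, 8 libraries in all. The crosses are named with the female parent first: C. rubella (Cr), C. grandiflora (Cg), C. rubella × C. grandiflora (Cr × Cg) and C. grandiflora × C. rubella (Cg × Cr). Each replicate held 300 to 500 seeds harvested at 6 days after pollination (DAP), and libraries were prepared with Illumina's TruSeq RNA kit. The authors aligned the reads of all crosses to the C. rubella genome with Stampy, discarded reads mapping to multiple locations and counted the remaining reads on each annotated gene. They deposited these counts for 26521 genes without normalization. Reads of C. grandiflora alleles were thus aligned to the genome of the other species, and reads shared by near-identical genes were left out. The total was 33989559 and 24860795 counts in the Cr libraries, 30005563 and 27202704 in Cg, 34290034 and 24838286 in Cr × Cg, and 29476264 and 25734312 in Cg × Cr, with a median of 28339484 over the 8 libraries. Across genes, which are not independent replicates, log2 CPM (counts scaled to the same library total) of the 2 replicates of a cross correlated with r between 0.96 and 0.969, and those of libraries of different crosses with r between 0.767 and 0.933. The replicates of every cross differed by more than the sampling noise of their counts (chi-square per degree of freedom from 85.22 to 94.15), so each library was counted as a replicate of its own. From the deposited counts, 21214 genes that passed edgeR's filter on low counts (count minimum of 10) were tested with edgeR's quasi-likelihood test after TMM normalization. All 4 crosses entered one fit, since 2 libraries per cross give 4 residual degrees of freedom only when the crosses share one estimate of the spread. Counts were simulated for the same genes and libraries with equal parents and 200 changed genes, drawn from those above a minimum mean count. Of 4-fold changes against both parents, 66% were called in Cr × Cg and 63.2% in Cg × Cr. Of 2-fold changes, 0.2% and 0% were called. In the data far more genes differed, and the adjusted p depends on how many do, so these shares may not hold there.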

We filtered for genes exhibiting transgressive expression towards both parents, thus having either increased or decreased expression levels compared to both parents. 

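In the edgeR fit, 2630 genes were higher and 2192 lower in Cr × Cg than in Cr, and 1544 were higher and 1611 lower than in Cg, at a Benjamini-Hochberg adjusted p under 0.05. In Cg × Cr, 968 genes were higher and 405 lower than in Cr, and 262 were higher and 279 lower than in Cg. The parents differed from each other in 2766 genes, 1624 of them higher in Cg. Leaving out 1 library leaves its cross with a single library, which is then assumed to vary like the others. The 4822 genes that differed between Cr × Cg and Cr became 2889 and 2064 without Cr replicate 1 or 2 and 2369 without Cr × Cg replicate 2. The 3155 genes that differed between Cr × Cg and Cg became 1086 and 1495 without Cg replicate 1 or 2, and 1800 and 1113 without Cr × Cg replicate 1 or 2. For Cg × Cr against Cr, 1373 genes became 462 and 234 without Cr replicate 1 or 2, and 575 and 573 without Cg × Cr replicate 1 or 2. For Cg × Cr against Cg, 541 genes became 155 and 196 without Cg replicate 1 or 2, and 177 without Cg × Cr replicate 1. The parental difference became 1183 and 953 genes without Cr replicate 1 or 2, and 1487 and 1111 without Cg replicate 1 or 2.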

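Requiring a call in the same direction against both parents left 790 genes with increased and 934 with decreased expression in Cr × Cg, and 45 with increased and 52 with decreased expression in Cg × Cr. In all of these genes both hybrid libraries lay beyond all 4 parental libraries in CPM. The median log2 fold change of the 790 genes was 3.51 against Cr and 2.60 against Cg. With the 71 genes without a count in Cr set to their lower bound, the median against Cr was 3.49. The 934 decreased genes had medians of -1.95 and -1.69. The 45 increased genes in Cg × Cr had medians of 2.68 and 2.88, and the 52 decreased genes had medians of -2.53 and -3.94 (-3.79 against Cg with genes without a count at their bound). A rank product of same-numbered replicates, which is not the paper's RankProd package and assumes which libraries are paired, moved these counts most, to 11 and 2 genes in Cr × Cg and 4 and 2 genes in Cg × Cr. The 790 increased genes became 501 and 423 without Cr replicate 1 or 2, 165 and 234 without Cg replicate 1 or 2, and 462 and 186 without Cr × Cg replicate 1 or 2. The 934 decreased genes became 423 without Cg replicate 1, 371 without Cr × Cg replicate 2, and 617 and 622 without Cg replicate 2 or Cr replicate 2. In Cg × Cr, the 45 increased genes became 16 and 9 without Cr replicate 1 or 2, 6 and 9 without Cg replicate 1 or 2, and 8 and 13 without Cg × Cr replicate 1 or 2. The 52 decreased genes became 31 and 4 without Cr replicate 1 or 2, 21 without Cg replicate 1 and 12 without Cg × Cr replicate 1. Of the 790 genes, 756 were also called by DESeq2, as were 931 of the 934, 44 of the 45 and all 52.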

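Among the increased genes of Cr × Cg, Carubv10015594m.g, which S2 Table pairs with Arabidopsis AT3G10900, had 664 and 949 counts in Cr × Cg, 1 and 4 in Cg and none in Cr. It was at least 557.9-fold higher than in Cr (against 3 counts over the 2 Cr libraries) and its log2 fold change against Cg was 8.33 (SE 1.41, adjusted p = 0.016 in edgeR's test). The latter call was lost without Cg replicate 1 (0.11) or 2 (0.085) and without Cr × Cg replicate 2 (0.071). Carubv10006516m.g, without a partner in S2 Table, had 1465 and 2350 counts in Cr × Cg and 0 and 2 in Cr, a ratio of 1979.2 (exact 95% counting interval 547.5 to 16348.6). Its log2 fold change against Cg was 7.75 (SE 1.79, edgeR adjusted p = 0.036). It was called in no edgeR fit that left out a Cr, Cg or Cr × Cg library, with adjusted p against Cg between 0.059 and 0.16. Among the decreased genes, Carubv10024591m.g (AT2G23060) had 1 count in each Cr × Cg library, against 35 and 39 in Cr and 69 and 55 in Cg, so that the ratio was 35.7 for Cr over Cr × Cg (9.5 to 299.9) and 62.2 for Cg over Cr × Cg (16.9 to 519.1). Its edgeR adjusted p was 0.0043 and 0.0038, and at most 0.03 with any library left out. Carubv10006634m.g (AT5G66830) fell from 71 and 126 counts in Cr and 42 and 35 in Cg to 0 and 1, with ratios of 189.9 (33.7 to 7536.9) and 77.2 (13.5 to 3089.0). Its call against Cg (edgeR adjusted p = 0.019) was lost without Cg replicate 1 (0.069) or 2 (0.056) and without Cr × Cg replicate 1 (0.096) or 2 (0.061). Carubv10015947m.g, without a partner in S2 Table, had a log2 fold change of -6.46 against Cr (SE 1.28, edgeR adjusted p = 0.012) and -7.47 against Cg (SE 1.31, edgeR adjusted p = 0.011). Both calls were lost without Cr × Cg replicate 1 (0.071 and 0.071) or 2 (0.084 and 0.087).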

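In Cg × Cr, Carubv10000695m.g, without a partner in S2 Table, had 750 and 1063 counts and 1 count in each Cr library, a ratio of 951.6 (exact 95% counting interval 263.1 to 7863.7). Against Cg its log2 fold change was 7.63 (SE 0.73, adjusted p = 0.0026 in edgeR's test), and with any library left out its adjusted p was at most 0.026 against Cr and 0.013 against Cg. The homologue of AT3G04070, Carubv10014000m.g, had 12.6 ± 4.81 CPM (SD, n = 2) in Cg × Cr, 0.211 ± 0.0783 in Cr and 0.292 ± 0.319 in Cg. Its log2 fold change was 5.85 against Cr (SE 0.92, edgeR adjusted p = 0.012) and 5.44 against Cg (SE 0.90, edgeR adjusted p = 0.024). The call against Cr was lost without Cr replicate 1 (0.068) or 2 (0.11) and without Cg × Cr replicate 2 (0.052), and that against Cg without Cg replicate 1 (0.082) and without Cg × Cr replicate 1 (0.063) or 2 (0.074). Of the decreased genes, the homologue of AT4G23110, Carubv10007086m.g, had 0.071 ± 0.00651 CPM (SD, n = 2) in Cg × Cr, 2.97 ± 0.383 in Cr and 11.2 ± 1.41 in Cg, with log2 fold changes of -5.30 (SE 0.45, edgeR adjusted p = 0.0014) and -7.23 (SE 0.46, edgeR adjusted p = 0.00059). Its adjusted p stayed at or under 0.013 with any library left out. Carubv10021607m.g (AT3G24130) had 0 and 1 counts in Cg × Cr, 25 and 31 in Cr and 113 and 201 in Cg, with ratios of 53.3 for Cr over Cg × Cr (9.2 to 2144.2) and 311.2 for Cg over Cg × Cr (55.5 to 12331.6). The call against Cr (edgeR adjusted p = 0.012) was lost without Cr replicate 2 (0.07) and without Cg × Cr replicate 1 (0.068). In Cr × Cg the same gene had 1136 and 1140 counts, above both parents (edgeR adjusted p = 0.001 and 0.0061). Carubv10028267m.g (AT5G54215) had 1 count in each Cg × Cr library, with ratios of 32.9 for Cr over Cg × Cr (8.8 to 276.8) and 96.6 for Cg over Cg × Cr (26.4 to 803.6). Both calls (edgeR adjusted p = 0.024 and 0.013) were lost without either Cg × Cr library, with adjusted p between 0.065 and 0.12. That against Cr was also lost without Cr replicate 2 (0.12) and that against Cg without Cg replicate 1 (0.057).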

For each gene we identified the closest homolog in Arabidopsis and analyzed the expression of those genes in interploidy hybrid seeds generated using the *omission of second division1* (*osd1*) mutant [30,31]. Loss of *OSD1* causes the formation of unreduced male and female gametes at high frequency [32], allowing to mimic interploidy hybridizations. 

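The transgressive genes were compared with the genes that S2 Table lists as deregulated in Arabidopsis seeds of WT × osd1, the paternal excess cross, and of osd1 × WT, the maternal excess cross. These lists came from other seeds than the Capsella libraries. Of the genes tested here, 830 were paired with genes upregulated and 1063 with genes downregulated in WT × osd1, and 241 and 345 with those in osd1 × WT. Of the 790 increased genes of Cr × Cg, 208 (26.3%) were in the WT × osd1 upregulated list, where 30.9 were expected by chance among all tested genes (6.73 times, exact hypergeometric test, one-sided p = 9e-117, Benjamini-Hochberg adjusted p = 7.2e-116 over 16 comparisons). Of the 934 decreased genes, 331 (35.4%) were in the WT × osd1 downregulated list, where 46.8 were expected (7.07 times, exact p = 2.6e-202, adjusted p = 4.2e-201). Genes within a list are not independent replicates. With osd1 × WT, 10 increased genes were shared where 9.0 were expected (1.11 times, exact p = 0.41, adjusted p = 0.66), and 57 decreased genes where 15.2 were expected (3.75 times, exact p = 4.6e-18, adjusted p = 2.5e-17). The increased genes also shared 30 genes with the osd1 × WT downregulated list, where 12.8 were expected (2.34 times, exact p = 1.6e-05, adjusted p = 5.1e-05). All tested genes include genes without an Arabidopsis partner, which cannot overlap. Within the 3316 tested genes that S2 or S4 Table pairs with an Arabidopsis gene, the WT × osd1 overlaps were 1.60 times (exact p = 1.7e-16) and 1.70 times (exact p = 4.5e-37) the expected number, and the decreased genes shared with osd1 × WT were 0.90 times it (exact p = 0.84). These 3316 genes were themselves selected for those tables, mainly as genes deregulated in the hybrids or in the Arabidopsis seeds, which raises the number expected. The 30 genes were 0.55 times the number expected among them (exact p = 1). The rank product of same-numbered replicates shared 4 and 0 genes with the WT × osd1 lists. Without Cg replicate 1 or 2 or Cr × Cg replicate 1 or 2, the 208 shared increased genes became 43, 51, 128 and 58. The 331 shared decreased genes became 200 without Cg replicate 1 and 187 without Cr × Cg replicate 2, and the 67 genes shared with osd1 × WT became 40 without Cg replicate 1 and 42 and 37 without Cr × Cg replicate 1 or 2.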

A large proportion of genes were similarly deregulated in *C*. *rubella* × *C*. *grandiflora* hybrid seeds and seeds of paternal excess hybridizations in Arabidopsis (Fig 5A, S2 Table), while substantially fewer genes overlapped with deregulated genes in maternal excess seeds (S2 Fig). Conversely, in the reciprocal cross a substantial number of downregulated genes overlapped with downregulated genes in maternal excess hybridizations in Arabidopsis (Fig 5A, S2 Table), whereas the overlap with deregulated genes in paternal excess seeds was less pronounced (S2 Fig). These data reveal that interspecies and interploidy hybridizations cause a similar molecular response; while *C*. *rubella* × *C*. *grandiflora* hybrid seeds mimic a paternal excess phenotype, *C*. *grandiflora* × *C*. *rubella* hybrid seeds mimic a maternal excess phenotype. 

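In Cg × Cr, 12 of the 52 decreased genes (23.1%) were downregulated in osd1 × WT, where 0.8 were expected among all tested genes (14.19 times, one-sided exact hypergeometric p = 3.3e-11, adjusted p = 1.3e-10). Of the 45 increased genes, 5 (11.1%) were upregulated in osd1 × WT, where 0.5 were expected (9.78 times, exact p = 0.00015, adjusted p = 0.00034). Restricted to genes paired with an Arabidopsis gene in S2 or S4 Table, the shared decreased genes were 3.30 times the expected number (exact p = 0.00012), and the shared increased genes 2.08 times it, which was no longer past the threshold (exact p = 0.087). That background consists mainly of genes that S2 Table lists as deregulated, which raises the number expected. With WT × osd1, 7 decreased genes were shared where 2.6 were expected (2.69 times, exact p = 0.015, adjusted p = 0.03), and 2 increased genes where 1.8 were expected (1.14 times, exact p = 0.53, adjusted p = 0.77). The decreased genes of Cg × Cr shared 10 genes with those upregulated in WT × osd1, where 2.0 were expected (4.92 times, exact p = 2.8e-05, adjusted p = 7.5e-05). Restricted to the paired genes, these 10 were 1.14 times the expected number (exact p = 0.37) and the 7 were 0.62 times it (exact p = 0.96). The 12 shared decreased genes became 7 and 1 without Cr replicate 1 or 2, 4 and 7 without Cg replicate 1 or 2, and 3 without Cg × Cr replicate 1. The 5 shared increased genes became 2 and 1 without Cr replicate 1 or 2, 0 and 1 without Cg replicate 1 or 2, and 0 without either Cg × Cr library. The 9 genes shared with WT × osd1 in the same direction became 5 and 1 without Cr replicate 1 or 2, 4 without either Cg library and 4 without Cg × Cr replicate 1.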

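The direction of change needs no background of homologues, since every gene compared has an Arabidopsis partner. Of the 562 transgressive genes of Cr × Cg that are deregulated in WT × osd1, 95.9% changed in the same direction in both (Fisher's exact test, two-sided p = 3.7e-123). All 17 transgressive genes of Cg × Cr deregulated in osd1 × WT changed in the same direction (exact p = 0.00016). In the crosswise comparisons, 64.4% of 104 genes had the same direction in Cr × Cg and osd1 × WT (exact p = 0.1), and 40.9% of 22 genes in Cg × Cr and WT × osd1 (exact p = 0.62). The share for Cg × Cr and osd1 × WT remained 100% without any 1 library, but rested on 2 genes without Cr replicate 2, 4 without Cg replicate 1, 8 without Cg replicate 2, and 3 or 11 without Cg × Cr replicate 1 or 2. In these 5 fits the test could not have passed the threshold, because at most 1 of the genes was increased. For Cr × Cg and osd1 × WT, the share passed the threshold without Cr replicate 1 (73.6%, exact p = 0.0044), Cg replicate 1 (80.0%, exact p = 0.0073) or Cg replicate 2 (76.1%, exact p = 0.029). Without Cr × Cg replicate 1 it was 55.3%, with an odds ratio on the other side of 1 (exact p = 0.55). That of Cg × Cr and WT × osd1 lay between 25.0 and 100% with 1 library left out, on 1 to 24 genes. From the overlaps of Fig 5A and S2 Fig, the paper concludes that the molecular response to interspecies and to interploidy crosses is similar, with Cr × Cg seeds mimicking paternal excess and Cg × Cr seeds maternal excess.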

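Whole lists were also compared with the mean of the 2 parents, whether or not single genes were called. The 830 genes upregulated in WT × osd1 had a median log2 fold change of 1.74 in Cr × Cg, with 81.8% of them higher, and the 1063 downregulated genes had a median of -1.11, with 78.0% of them lower (p = 3.3e-31 and 7.4e-29, adjusted p = 3.3e-30 and 3.7e-28 over 10 list tests, edgeR's camera test with a preset correlation of 0.01). All other genes had medians of 0.02 and 0.06. The osd1 × WT lists had medians of -0.10 and 0.53 in Cr × Cg (camera adjusted p = 0.39 for both). The median of the first list was 0.34, 0.05 and 0.13 without Cr replicate 1, Cg replicate 1 or Cr × Cg replicate 2. It passed camera's unadjusted threshold of 0.05 without Cr replicate 2 (median -0.19) and without Cr × Cg replicate 1 (-0.79), where the second list also passed it (0.62). In Cg × Cr the osd1 × WT upregulated genes had a median of 1.03, with 82.2% of them higher (camera adjusted p = 5.2e-10), and the downregulated genes a median of -0.40, with 59.7% of them lower (camera adjusted p = 3.5e-06). Without Cg × Cr replicate 1 these medians were 0.61 and -0.19, and without Cg × Cr replicate 2 the latter was -0.73. The WT × osd1 lists had medians of -0.02 and 0.07 in Cg × Cr (camera adjusted p = 0.039 and 0.77). The median of the first was 0.01, 0.03 and 0.08 without Cr replicate 1, Cg replicate 1 or Cg × Cr replicate 1, in the last case no longer past the threshold, and -0.43 without Cg × Cr replicate 2, where the second had a median of -0.02. For the second list the test's direction was down although its median was above 0. With fry, in which no correlation is preset, the WT × osd1 lists in Cr × Cg (p = 0.00077 and 0.00027) and the osd1 × WT upregulated list in Cg × Cr (p = 0.035) remained under 0.05. The latter p was 0.03 without Cr replicate 1 and between 0.051 and 0.18 without any other library. With a correlation estimated from the residuals, the former lists had p = 0.014 and 0.0059 and the latter p = 0.15. The other 2 lists past 0.05 with camera in Cg × Cr did not remain under it with either. After adjustment over the 10 list tests, only the WT × osd1 lists of these remained under 0.05 with fry (0.0038 and 0.0027), and none with the estimated correlation (0.071, 0.059 and 0.36). In the direct comparison of the hybrids, 407 of the 830 WT × osd1 upregulated genes were higher and 51 lower in Cr × Cg than in Cg × Cr at an edgeR adjusted p under 0.05, and 58 of the 1063 downregulated genes were higher and 515 lower. Without Cr × Cg replicate 2 the 407 and 515 became 248 and 306.

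**Figure D1:**
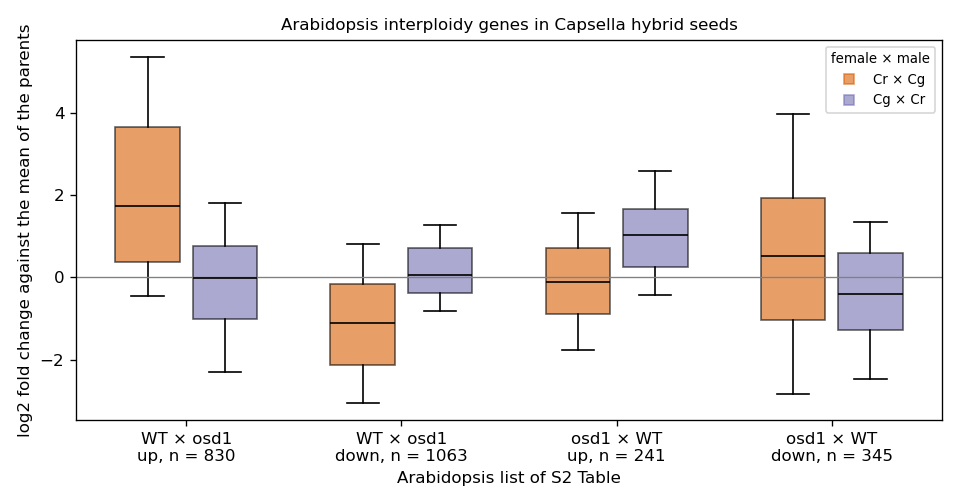
Box plots of log2 fold change against the mean of the 2 parents for the genes of the 4 Arabidopsis lists in each hybrid. Boxes show the quartiles with the median as a line, whiskers run from the 10th to the 90th percentile over genes, and the WT × osd1 upregulated list has its median at 1.74 in Cr × Cg and at -0.02 in Cg × Cr.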

Notably, genes related to microtubular activity were enriched among downregulated genes in both *C*. *rubella* × *C*. *grandiflora* and Arabidopsis paternal excess hybrid seeds, while upregulated genes were enriched for genes involved in cell wall modification and specifically in glycosyl hydrolyzing activity (S3 Table). Microtubules are required in the phragmoplast for the transport of vesicles to construct a new cell wall [33], while glycosyl hydrolyzing enzymes can degrade pectin, which is assumed to be a key step in the deconstruction of plant cell walls [34]. Therefore, reduced expression of genes that are potentially required to build the phragmopast together with increased expression of genes that degrade cell walls correlates with the observed cellularization failure in interploidy and interspecies hybrid seeds (S3 Table). Conversely, in the reciprocal cross *C*. *grandiflora* × *C*. *rubella*, pectinesterase encoding genes were significantly downregulated, suggesting that inhibition of pectin degradation promotes cellularization.

**Fig 5:**
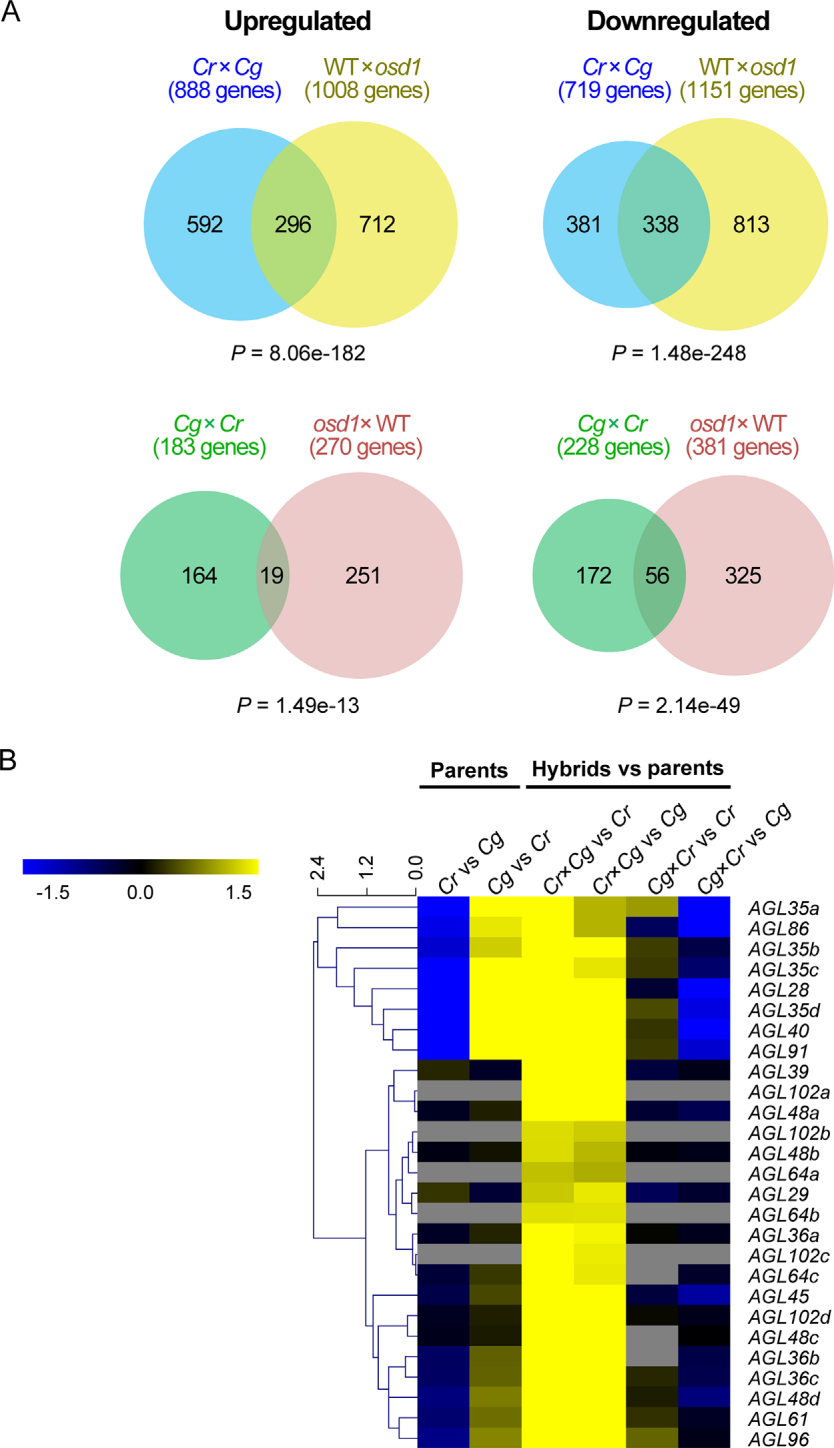
Molecular response to reciprocal hybridizations of *C*. *rubella* × *C*. *grandiflora* is similar to interploidy hybridizations in Arabidopsis. (A) Genes up- and downregulated in *C*. *rubella* × *C*. *grandiflora* reciprocal hybrid seeds compared to both parents overlap with genes deregulated in Arabidopsis interploidy seeds. The Arabidopsis *osd1* mutant produces unreduced gametes, mimicking an interploidy hybridization when crossed with wild-type (WT). P values reflecting significance of overlap were calculated using a hypergeometric test. (B) Heatmap of expression log2 fold changes of selected *AGL* genes between samples. Capsella *AGLs* with several homologs in Arabidopsis are marked by small letters.

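The genes that S2 Table lists as deregulated in the hybrids were followed in the edgeR fit. The lists were chosen on these same libraries, so their changes here are not independent evidence. Of the paper's 888 genes upregulated in Cr × Cg, all were tested and all were higher than both parents, with a median log2 fold change of 3.70 against Cr and 2.51 against Cg. Of these, 479 (53.9%) passed an adjusted p under 0.05 in edgeR's test against both parents. Of the paper's 719 downregulated genes, 709 were tested, 677 of them were lower than both parents and 553 (76.9% of the 719) were called. Of the paper's 183 genes upregulated in Cg × Cr, 177 of the 181 tested were higher than both parents and 31 (16.9%) were called, with medians of 2.21 and 2.34. Of its 228 downregulated genes, 189 of the 215 tested were lower than both parents and 23 (10.1%) were called, with medians of -1.38 and -2.13. The lists in S2 Table hold genes with an Arabidopsis homologue, whereas the edgeR test covered all genes.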

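The difference between the parental species was tested in the same fit for genes that the heatmap shows. AGL91 (Carubv10014761m.g) had 3.07 ± 0.525 CPM (SD, n = 2) in Cg and 0.314 ± 0.108 in Cr, a log2 fold change of 3.30 (SE 0.88, edgeR adjusted p = 0.048). This call was lost without Cr replicate 1 (0.22) or 2 (0.16), Cg replicate 1 (0.11) or 2 (0.16), and Cr × Cg replicate 1 (0.072) or 2 (0.069), and without a filter on low counts (0.056). AGL40 (Carubv10007644m.g) had a log2 fold change of 3.25 (SE 0.98, edgeR adjusted p = 0.076) between the parents, which was not past the threshold. Its level was 7.13 ± 0.48 CPM (SD, n = 2) in Cg and 0.746 ± 0.0488 in Cr. The edgeR p rests on a spread shared by all 4 crosses, not on that of the parental replicates alone. AGL45 (Carubv10015167m.g) had a log2 fold change of 0.99 (SE 1.22, edgeR adjusted p = 0.64), also not past the threshold. Without Cg × Cr replicate 1 or 2 the difference in AGL40 passed the threshold (0.0013 and 0.0014), as it did with DESeq2 (0.03) and in a fit of only the crosses compared (0.005). AGL29 (Carubv10025656m.g) and AGL39 (Carubv10001421m.g) were not called different either, with log2 fold changes of -0.92 (SE 0.67, edgeR adjusted p = 0.41) and -0.97 (SE 0.96, edgeR adjusted p = 0.54). AGL28 (Carubv10010156m.g) had a log2 fold change of 2.86 (SE 0.80, edgeR adjusted p = 0.06), which passed the threshold without Cg × Cr replicate 1 (0.0041) or 2 (0.0042), with DESeq2 (0.00032) and in the fit of only the crosses compared (0.0045). S4 Table names 1 gene AGL36 (Carubv10001166m.g), whereas the heatmap shows AGL36a, AGL36b and AGL36c, and no table used here says which of them it is. Of this gene, Cg had 21.9 times the level of Cr, where it had 1 count (exact 95% counting interval 3.5 to 903.6, edgeR adjusted p = 0.057), and the difference passed the threshold without Cg × Cr replicate 1 (0.044) or 2 (0.045) and with DESeq2 (0.036). Of AGL61 (Carubv10024914m.g), with 2 counts in Cr, the ratio was 14.0 (3.5 to 121.9, edgeR adjusted p = 0.18), and it passed the threshold in none of the edgeR fits or DESeq2.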

Increased expression of type I MADS-box *AGAMOUS-LIKE* (*AGL*) gene*s* has been functionally connected to interploidy and interspecies seed arrest [15,25,35–37]. To test whether the same concept applies to Capsella interspecies hybrids, we isolated type I *AGL*s in the *C*. *rubella* genome according to the Phytozome annotation (S4 Table). Consistently, we identified a large number of *AGL*s being upregulated in *C*. *rubella* × *C*. *grandiflora* seeds compared to both parents (Fig 5B, S4 Table) and confirmed these results for selected *AGLs* (homologs of *AGL28*, *AGL36a*, *AGL61*) in independent experiments (S3 Fig). 

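The S4 Table homologue of AGL28 (Carubv10010156m.g) had 66.1 ± 28.7 CPM (SD, n = 2) in Cr × Cg, 1.45 ± 0.16 in Cr and 10.5 ± 0.36 in Cg. Its log2 fold change was 5.51 against Cr (SE 0.87, adjusted p = 0.0061 in edgeR's test) and 2.65 against Cg (SE 0.75, adjusted p = 0.059). The call against Cr was lost without Cr replicate 1 (0.053) or 2 (0.057), and a call against Cg was gained without Cg × Cr replicate 1 (0.004) or 2 (0.0041). DESeq2 called it against both parents (adjusted p = 0.00062 against Cg), as did the fit of only the crosses compared. The S4 Table gene for AGL36 (Carubv10001166m.g), taken here for the AGL36a of the text, had 118 and 190 counts in Cr × Cg, 1 and 0 in Cr, and 12 and 9 in Cg. The ratio to Cr was 319.6 (exact 95% counting interval 56.9 to 12662.9) and the log2 fold change against Cg was 3.96 (SE 0.82, edgeR adjusted p = 0.017). The call against Cg was lost without Cg replicate 1 (0.097) or 2 (0.091) and without Cr × Cg replicate 2 (0.11). AGL61 (Carubv10024914m.g) had 172 and 354 counts in Cr × Cg, 1 count in each Cr library, and 22 and 5 in Cg. Its ratio to Cr was 272.9 (75.2 to 2259.2) and its log2 fold change against Cg was 4.42 (SE 1.20, edgeR adjusted p = 0.046). It was called in no fit that left out a Cr, Cg or Cr × Cg library, with adjusted p against Cg from 0.067 to 0.19, nor in the fit without a filter on low counts. Of the other genes named that Fig 5B shows without a small letter, AGL29, AGL39 and AGL91 were called, with log2 fold changes of 2.20, 3.29 and 6.37 against Cr and 3.12, 4.25 and 3.07 against Cg (edgeR adjusted p from 0.0039 to 0.038). All 3 calls were lost without either Cr library, either Cg library or Cr × Cg replicate 2, those of AGL29 and AGL91 also without Cr × Cg replicate 1, and that of AGL29 also without either Cg × Cr library. The adjusted p of the comparisons lost then lay between 0.051 and 0.19. AGL29 was also not called by DESeq2 (adjusted p = 0.077 against Cr), without a filter on low counts or in the fit of only the crosses compared. AGL40 and AGL45 were higher than Cg by 3.01 (SE 0.89, edgeR adjusted p = 0.069) and 2.63 (SE 1.23, edgeR adjusted p = 0.21), which was not past the threshold. Without Cg × Cr replicate 1 or 2, AGL40 passed it against Cg (0.0014 and 0.0014), as it did with DESeq2 (0.044) and in the fit of only the crosses compared. The call of AGL40 against Cr (6.26, SE 1.08, edgeR adjusted p = 0.0084) was lost without Cr replicate 1 (0.065) or 2 (0.073), and AGL45 passed the threshold against Cr (3.62) without Cg × Cr replicate 1 (0.022) or 2 (0.023).

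**Figure D2:**
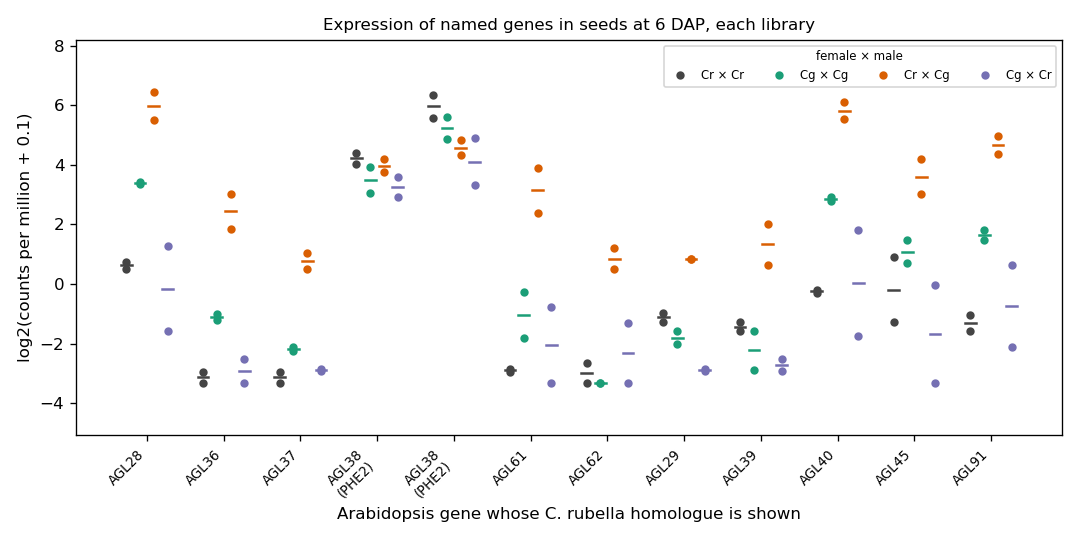
Log2 of CPM plus 0.1 for the homologues named in the text, in each of the 8 libraries (dots), with the mean of each cross as a line. For AGL28 both Cr × Cg libraries (mean 66.1 CPM) lie above those of Cg (mean 10.5 CPM) and Cr (mean 1.45 CPM).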

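In the counts, AGL62 (Carubv10028580m.g) had 44 and 52 reads in Cr × Cg, 2 and 0 in Cr, 0 and 0 in Cg, and 0 and 8 in Cg × Cr. Its ratio to Cr was 49.8 (exact 95% counting interval 13.4 to 417.1), and it was at least 31.9-fold higher than in Cg (against 3 counts over the 2 Cg libraries). The adjusted p was 0.04 and 0.034 in edgeR's quasi-likelihood test. The call was lost without Cr replicate 1 (0.099) or 2 (0.17), Cg replicate 1 (0.13) or 2 (0.11), and Cr × Cg replicate 1 (0.071 and 0.068) or 2 (0.12 and 0.11). S4 Table gives no gene the name PHE1. Its gene for AGL37 (Carubv10003161m.g), which was taken for PHE1 without a table that says so and which it pairs with the same Arabidopsis gene as AGL36, so that reads mapping to both would have been discarded, had 44 and 47 reads in Cr × Cg, 1 and 0 in Cr, and 4 and 3 in Cg. The ratio to Cr was 94.4 (16.5 to 3769.8) and the log2 fold change against Cg was 3.70 (SE 0.80, edgeR adjusted p = 0.02). The call against Cg was lost without Cg replicate 1 (0.11) or 2 (0.099) and without Cr × Cg replicate 2 (0.098). Of the 3 genes that S4 Table names AGL38 or PHE2, Carubv10001714m.g had log2 fold changes of -0.24 (SE 0.37, edgeR adjusted p = 0.68) against Cr and 0.43 (SE 0.37, edgeR adjusted p = 0.48) against Cg. Carubv10020903m.g had log2 fold changes of -1.43 (SE 0.54, edgeR adjusted p = 0.099) and -0.70 (SE 0.53, edgeR adjusted p = 0.43). That against Cr passed the threshold without Cg × Cr replicate 1 (0.03) or 2 (0.031) and with DESeq2 (0.02). Carubv10022335m.g, with 1 count in Cr, 3 in Cg × Cr and none in the other crosses, was too low to be tested.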

*AGL62* and *PHE1* have been functionally connected to interspecies seed abortion [25,35], however, read numbers were too low to detect significant expression changes for either gene. Nevertheless, by qPCR analysis we could detect strongly increased expression levels of both genes in *C*. *rubella* × *C*. *grandiflora* hybrid seeds (S3 Fig). We also tested expression of *ADM*, which is causally responsible for triploid seed abortion in Arabidopsis [29]. However, increased *ADM* expression in *C*. *rubella* × *C*. *grandiflora* hybrid seeds was only detected quite late during seed development at 7 DAP (S3 Fig), making it unlikely that increased *ADM* expression is causally responsible for interspecies seed arrest.

### Multiple genetic loci control incompatibility of *C*. *rubella* × *C*. *grandiflora* hybrid seeds

Seeds derived from selfed F1 plants aborted at a frequency of 5.7% (n = 7 plants, total number of seeds = 207), suggesting a multilocus genetic interaction. To estimate the number of loci involved in postzygotic hybrid incompatibility in the cross combination *C*. *rubella* × *C*. *grandiflora* we generated an F2 population of plants from selfed F1 individuals and backcrossed them as pollen donors to *C*. *rubella* plants (*C*. *rubella* × F2). We developed a genetic model assuming that one *C*. *rubella* maternal locus negatively interacts with two or three *C*. *grandiflora* paternally derived loci in a Bateson–Dobzhansky–Muller-type interaction, whereby divergent alleles at two or more loci negatively interact in hybrids to reduce fitness [38,39] (S4 Fig, S5 Table). Thus, based on this model hybrid seed abortion only occurs when two or three unlinked *C*. *grandiflora* paternal loci are inherited together. The frequency distribution of F2 plants (n = 250) triggering specific seed abortion rates in the backcrosses to *C*. *rubella* (Fig 6A) fitted the prediction of the model with three *C*. *grandiflora* paternal loci negatively interacting with one maternal *C*. *rubella* locus (Fig 6B), revealing a multilocus negative genetic interaction underlying hybrid incompatibility between *C*. *rubella* and *C*. *grandiflora*.

**Fig 6:**
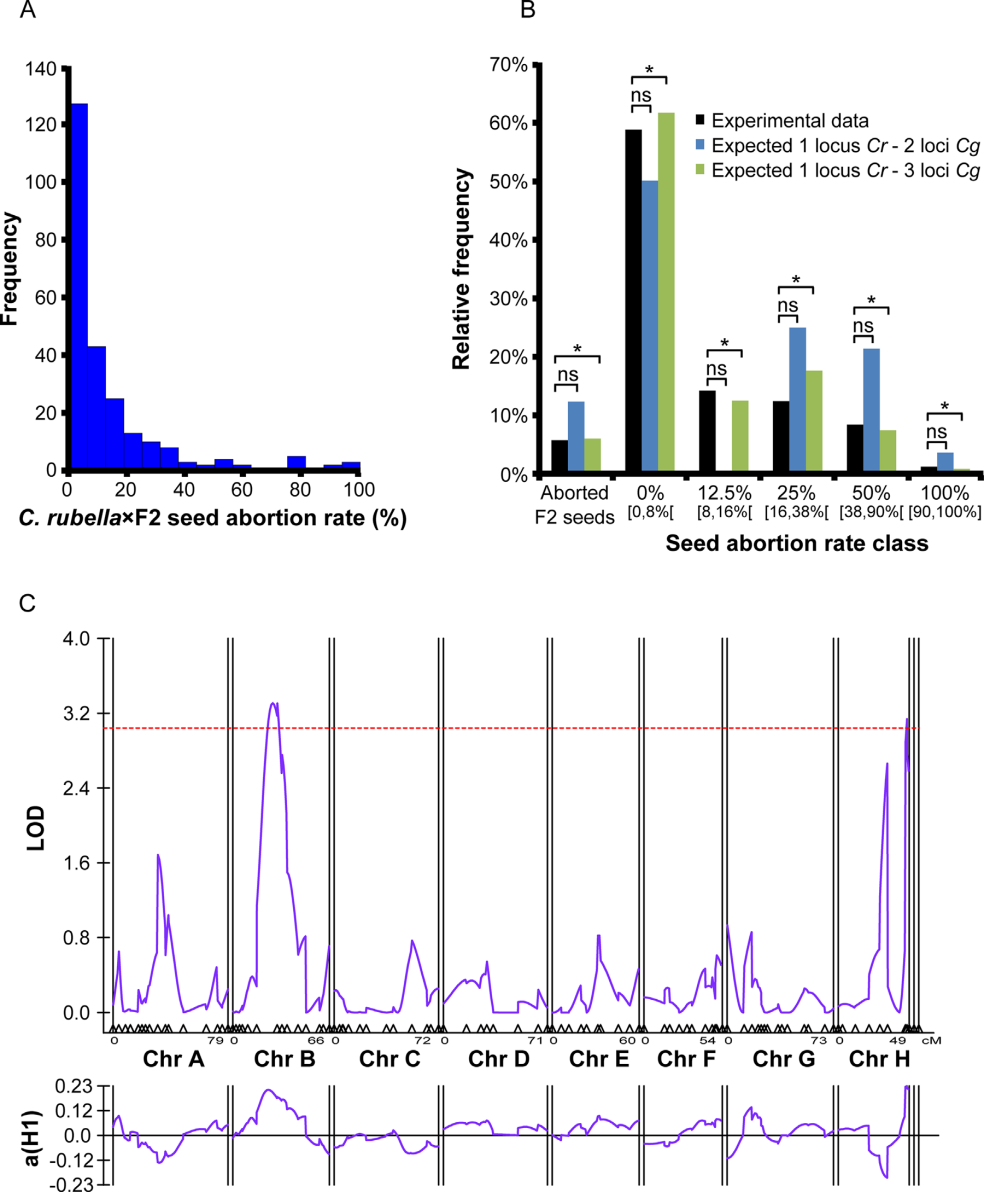
*C*. *rubella* × *C*. *grandiflora* hybrid seed incompatibility involves multiple genetic loci. (A) Frequency of F2 plants derived from crosses of *C*. *grandiflora* × *C*. *rubella* producing defined rates of seed abortion when backcrossed to *C*. *rubella* maternal plants. (B) Theoretical distribution of F2 plants producing defined rates of seed abortion when assuming that one maternal locus from *C*. *rubella* negatively interacts with two or three paternal loci from *C*. *grandiflora*. Experimental data correspond to data shown in (A). Significance of the observed distributions with the predictions of the models has been tested by Chi-square and P>0.05 is marked by an asterisk. Ns, non significant. (C) LOD scores for paternal *C*. *grandiflora* QTLs affecting abortion of *C*. *rubella* × *C*. *grandiflora* hybrid seeds. The purple line (top) represents the LOD score of each marker and the purple line (bottom) represents the effects. The red line represents the significance threshold as estimated by 1,000 permutations.

To identify the paternal *C*. *grandiflora* genetic loci contributing to postzygotic hybrid incompatibility with a *C*. *rubella* seed parent, we determined seed abortion rates after crossing a RIL population of *C*. *grandiflora* / *C*. *rubella* [40] to *C*. *rubella* maternal plants (S5A Fig). The parental accessions of the RIL population gave rise to 100% seed abortion in the *C*. *rubella* × *C*. *grandiflora* cross and 50% seed abortion in the reciprocal cross (S5B Fig).

The majority of RILs did not trigger seed abortion (S5A Fig), suggesting that hybrid incompatibility genes are purged from this population. Nevertheless, we could identify two significant QTLs located on chromosomes 2 and 8 (Fig 6C) that showed a positive correlation between *C*. *grandiflora* alleles and seed abortion. Both QTLs explain about 30% of the phenotypic variance, supporting the idea that there are more than two genes involved in conferring hybrid seed abortion and that incompatibility genes likely have been lost in the RIL population.

## Discussion

Recent divergence of *C*. *rubella* and *C*. *grandiflora* has been associated with the loss of self-incompatibility in *C*. *rubella* [1,2]. This drastic change in mating system most probably decreased gene flow between the two species, increasing genetic divergence and allowing additional reproductive barriers to be established. Our data lend support to this hypothesis by revealing a cross direction-dependent, non-reciprocal effect on hybrid seed development. Hybrid seeds resulting from *C*. *rubella* × *C*. *grandiflora* hybridizations were completely unviable; while the other cross direction resulted in smaller seeds that however were partially viable. Similar examples of unidirectional hybrid incompatibility were previously reported [6,41,42] and have been conceptionalized in the "weak inbreeder/strong outbreeder" (WISO) hypothesis [6]. Based on this hypothesis, in crosses between plants with differing mating systems outcrossing parents are expected to cause a stronger detrimental effect on seed development than selfing parents, as parental conflict is less intense in self-pollinating plants than in outcrossers [6]. Our data provide strong support for this hypothesis, suggesting that genes evolving under parental conflict may build the interspecies hybridization barrier between *C*. *rubella* and *C*. *grandiflora*. In angiosperms, the endosperm is the battleground for parental conflict [7], consistent with our data revealing that the endosperm is causally responsible for interspecies seed arrest. In *C*. *rubella* × *C*. *grandiflora* hybrid seeds, endosperm cellularization fails, which likely causes embryo arrest [15]. Supporting this idea, viable hybrids of *C*. *rubella* × *C*. *grandiflora* could easily be generated using *in vitro* embryo rescue. Conversely, arrest of *C*. *grandiflora × C*. *rubella* hybrid seeds is likely caused by precocious endosperm cellularization, in agreement with data showing that precocious endosperm cellularization causes decreased seed size and in extreme cases seed arrest [13,43]. Similar to data from rice interspecies hybrids revealing that endosperm cellularization and endosperm proliferation are uncoupled [21], we did not detect obvious endosperm proliferation defects that could explain differences in endosperm cellularization. Therefore, the observed correlation between precocious or delayed endosperm cellularization with respectively decreased or increased endosperm proliferation in response to interploidy hybridizations [13,44] seems unlikely to reflect a general mechanism coupling endosperm proliferation to cellularization. Our transcriptome data revealed that endosperm cellularization failure in response to interspecies and interploidy hybridizations correlated with increased expression of enzymes that hydrolyze glycosidic bonds between carbohydrates and could therefore degrade cell walls [45]. This suggests that the timing of endosperm cellularization is transcriptionally controlled and requires suppression of cell wall degrading enzymes.

Our data suggest that there are three or more *C*. *grandiflora* paternal loci that confer seed abortion in combination with a *C*. *rubella* seed parent. Similarly, the hybridization barrier between *A*. *thaliana* and *A*. *arenosa* is controlled by many genes participating in a complex genetic network [46], suggesting that postzygotic hybrid incompatibility that manifests in the endosperm is built by rather complex genetic interactions. Consistent with a scenario that there are many small effect genes contributing to hybrid seed abortion in Capsella, the identified QTLs explained only a low percentage of the phenotypic variation. Nevertheless, it is possible that major QTLs contributing to hybrid seed lethality have been purged from the RIL population and only small effect QTLs are maintained. The Bateson-Dobzhansky-Muller (BDM) model provides a theoretical framework explaining postzygotic reproductive isolation and substantial evidence in support of this model have accumulated over recent years [47–49]. This model stipulates that the interaction of independently evolving loci is innocuous in their native genomic context, however, the interaction between them is deleterious in hybrids [38,39]. Several studies in multiple plant species indicate that the genetic basis of reproductive isolation may involve relatively few loci [49–52]. This is contrasted by other studies supporting a scenario of multiple small incompatibilities accumulating over time [46,53–56]. Our study lends support to the latter, suggesting that multiple small incompatibilities can quickly evolve. A role of imprinted genes in building the interspecies hybridization barrier could provide an explanation for the fast evolution of hybridization barriers.

In conclusion, this study supports the “weak inbreeder/strong outcrosser” hypothesis [6] and suggests that a fast evolving, multi-locus mechanism underlies the post-zygotic barrier affecting *C*. *rubella* × *C*. *grandiflora* seed survival.

## Material and Methods

### Plant material and growth conditions

All seeds were surface sterilized using 5% Sodium Hypochlorite solution under the fume hood. After sterilization seeds were plated on MS media containing 1% sucrose. After stratification for two days in the dark at 4°C seedlings were grown in a growth room under long-day photoperiod (16 hrs light and 8 hrs darkness) at 22°C light and 20°C darkness temperature and a light intensity of 110 μE. All seedlings were transferred to pots and plants were grown in a growth chamber at 60% humidity and daily cycles of 16 hrs light at 21°C and 8 hrs darkness at 18°C.

For all crosses, designated female partners were emasculated, and the pistils were hand-pollinated 2 days after emasculation (same procedure for selfing and outcrossing plants).

Capsella accessions Cr48.21, Cg88.14 and Cg4a were used for the phenotypic analysis and Cr48.21 and Cg4a for the gene expression and QTL analyses. All accessions originated from wild collections. An F2 hybrid population of *C*. *grandiflora* × *C*. *rubella* individuals was generated based on an F1 interspecies cross (*C*. *grandiflora × C*. *rubella;* accessions: Cg4a × Cr48.21). F1 hybrid plants were selfed and the resulting F2 seeds were grown. Capsella QTL lines were described in [40]. Hybrid embryos derived from seeds of crosses of *C*. *rubella* (Cr48.21) × *C*. *grandiflora* (Cg4a) were isolated at 13 days after pollination (DAP). After a short incubation of siliques in 70% ethanol, the embryo was isolated using fine needles and placed on MS medium containing 2% sucrose. Plates were covered with a tissue and incubated in a growth room under conditions as indicated above. Surviving seedlings were transferred to soil.

### Seed size and seed weight analysis

Seeds were arranged on white plastic dishes and pictures were taken using a Leica Z16apoA microscope. Images were converted to black and white using the ‘‘threshold” function in ImageJ (http://rsbweb.nih.gov/ij/) and seed size was measured using the ‘‘Analyze Particles” function. For seed weight, 30–150 seeds per replicate (three replicates per cross) were weighed with an Ohaus GA110 balance and the total weight was divided by the number of seeds.

### Microscopy

Clearing analysis was performed as previously described [57].

Endosperm nuclei counts were conducted on cleared seeds at defined time points. After one day incubation in chloral hydrate solution (glycerol/chloral hydrate/water in a ratio of 1:8:3) at 4°C pictures in all possible planes of the seed were taken and endosperm nuclei were subsequently counted in all possible seed planes. Endosperm nuclei were counted using Adobe Photoshop CS5. For tissue sections, seeds were fixed and embedded with Technovit 7100 (Heraeus Kulzer, Hanau, Germany) following the procedure described in [15]. Treatment of the embedded seeds was conducted following [30]. Pictures of embedded and cleared samples were taken using a Leica DMI 4000B microscope and Leica DFC360 FX camera. Pictures of mature seeds were taken using a Leica Z16apoA microscope and a Leica DFC425C camera. All pictures were processed using Adobe Photoshop CS5.

### RNA sequencing and expression analysis

Two biological replicates with 300–500 seeds per replicate were generated. Seeds were harvested at 6 DAP and stored at -20°C in RNAlater (Sigma-Aldrich, St Louis, USA). RNA extraction was done using RNAqueous Kit with Plant RNA Isolation Aid (Life Technologies, Carlsbad, USA). The RNA-sequencing libraries were prepared using TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, USA) according to the manufacturer's instructions.

For quantitative RT-PCR analysis five siliques at each time point were harvested and frozen in liquid nitrogen (accessions: Cr48.21, Cg4a). Glass beads (1.25–1.55 mm) were added, and the samples were ground in a Silamat S5 (IvoclarVivadent, Ellwangen, Germany). RNA was extracted using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Residual DNA was removed using the RNase-free DNase kit (Qiagen) and cDNA was synthesized using the Fermentas First strand cDNA synthesis kit (Fermentas, Burlington, Canada) according to the manufacturer’s instruction.

Quantitative RT-PCR was performed using a Bio-Rad MyiQ single colour Real-Time PCR Detection System (BioRad, Hercules, USA) and Maxima SYBR green qPCR master mix (Fermentas) according to the manufacturer’s instruction. Specificity of the PCR reactions was confirmed by melting curve analysis (55°-95°C). Results were analyzed as described by [58] using *PP2A* as a reference gene (S6 Table).

### High-throughput RNA sequence analysis

Sequencing reads were aligned to the *C*. *rubella* genome v1.0 (Phytozome) using Stampy v1.0.23 [59]. Reads mapping to multiple locations were discarded using Samtools [60], by invoking view–q 4 option. The number of reads for each annotated gene were counted using the default option in htseq-count command from the HTSeq Python package [61] (S7 Table). 

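S7 Table gives the mean number of reads per gene in each library. The mean count over the 26521 genes of the deposited table was 1282 and 937 in Cr, 1131 and 1026 in Cg, 1293 and 937 in Cr × Cg, and 1111 and 970 in Cg × Cr, within 1 of the paper's values. Of the mapped reads that S7 Table states, between 46.6 and 49.1% were counted on a gene. Between 21615 and 23343 genes had at least 1 count in a library.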

Paired logarithmic fold changes between each replicate were calculated using the R/Bioconductor package DESeq2 [62]. Differentially regulated genes across the two replicates were detected using the rank product method [63] as implemented in the Bioconductor RankProd Package [64]. The test was run with 100 permutations and gene selection was corrected for multiple comparison errors using a *pfp* (percentage of false prediction) <0.05. Arabidopsis closest homologues of *C*. *rubella* genes were determined according to the Phytozome v1.0 annotation of the *C*. *rubella* genome. For overlaps between misregulated genes in Arabidopsis and Capsella, only genes having a homologue in the other species were kept. The significance of the overlap between deregulated genes was estimated using a hypergeometric test. Enrichment of GO categories was determined using ATCOECIS [65]. Homologues of *A*. *thaliana* type I *AGL*s were identified in the *C*. *rubella* genome according to the Phytozome *C*. *rubella* v1.0 genome annotation. *A*. *thaliana* type I *AGL*s were determined as in [66]. Sequencing reads are deposited as fastq files in the Gene Expression Omnibus (GSE67359).

### QTL analysis

The QTL analysis was done using Windows QTL Cartographer v2.5 [67]. The crossing type was set to selfing RILs line (Ri1). Genotype data were coded as follows: two (2) for homozygous *C*. *grandiflora* alleles, one (1) for heterozygous alleles, and zero (0) for homozygous *C*. *rubella* alleles. Marker information and linkage map were obtained from [40]. The number of RILs used in the analysis was 101. Composite Interval Mapping method (CIM) was applied by setting walking speed to 1 cM to recover maximum resolution (the average distance between markers is 6 cM). The background control parameter was set to standard model with backward regression to select any available possible QTLs with standard 5 control markers. Trait values to be tested were entered as binary value (1 for plants with >2% seed abortion and 0 for plants with <2% seed abortion). The 2% threshold was defined based on the log transformed distribution of seed abortion frequencies that showed two distinct distributions bordering at 2%. The LR significant threshold was determined by running 1000 permutation tests with p = 0.05.

### Pollen viability assay

Pollen viability among 20 F2 individuals was assessed using Alexander stain [68]. Collected inflorescences were incubated in 10% ethanol. The anthers were dissected on a slide prior to adding a few drops of Alexander stain. The samples were incubated at room temperature for 15 min and then examined under a Zeiss Axioplan microscope. Viable (pink) and aborted (green) pollen grains were counted for each sample (190–320 pollen grains per individual).

## Supporting Information

S1 Fig Seed clearings of hybrid and non-hybrid seeds that were used to determine endosperm nuclei numbers. Cleared seeds of the indicated crosses (*C*. *grandiflora* × *C*. *grandiflora* (*Cg*), *C*. *grandiflora* × *C*. *rubella* (*Cg* × *Cr*), *C*. *rubella* × *C*. *grandiflora* (*Cr* × *Cg*), *C*. *rubella* × *C*. *rubella* (*Cr*)) between 3 to 7 days after pollination (DAP). Scale bars correspond to 100 μM.
(TIF) Click here for additional data file.

S2 Fig Molecular response to reciprocal hybridizations of *C*. *rubella* × *C*. *grandiflora*. Only few genes deregulated in *C*. *rubella* × *C*. *grandiflora* hybrid seeds compared to both parents overlap with deregulated genes in *osd1* × wild type (WT). Likewise, only few genes deregulated in *C*. *grandiflora* × *C*. *rubella* hybrid seeds compared to both parents overlap with deregulated genes in WT × *osd1*. The Arabidopsis *osd1* mutant produces unreduced gametes, mimicking an interploidy hybridization when crossed with WT. P values reflecting significance of overlap were calculated using a hypergeometric test.
(TIF) Click here for additional data file.

S3 Fig Quantitative RT-PCR analysis of selected genes. Expression of indicated genes was tested at 4–7 days after pollination (DAP) in whole siliques derived from crosses of *Capsella rubella* × *C*. *rubella* (white bars), *C*. *rubella* × *C*. *grandiflora* (light grey bars), *C*. *grandiflora* × *C*. *grandiflora* (black bars), *C*. *grandiflora* × *C*. *rubella* (dark grey bars). In the cross *C*. *grandiflora* × *C*. *rubella* expression was undetectable at 6 and 7 DAP. Error bars represent standard deviation.
(TIF) Click here for additional data file.

S4 Fig Genetic model predicting seed abortion rates in crosses of *C*. *rubella* × F2 plants (derived after selfing of an F1 plant *C*. *rubella* ×*C*. *grandiflora*). (A) Genetic model predicting a negative interaction between one maternal *C*. *rubella* locus (allele noted R) and three paternal *C*. *grandiflora* loci (alleles noted A, B and C) giving rise to seed lethality. The red color symbolizes the negative lethal interaction. Paternal *C*. *rubella* a, b, c alleles and maternal *C*. *grandiflora* r allele are compatible and result in viable seeds. (B) Viable F1 plants are generated by the cross *C*. *grandiflora* ♀ × ♂ *C*. *rubella*. Among F2 progeny produced from selfed F1s, those inheriting R (maternal) and ABC (paternal) will not survive. The surviving F2s are predicted to cause seed abortion when backcrossed to *C*. *rubella* (*C*. *rubella* ♀ × F2 ♂) according to the number of A, B, C alleles they inherited from *C*. *grandiflora*. Only the ABC loci combination in a paternal gamete will cause seed abortion by interacting with the R locus in *C*. *rubella* maternal plants.
(TIF) Click here for additional data file.

S5 Fig Frequency of seed abortion in crosses of *C*. *rubella* × RILs and parental species of RILs. (A) Log2 transformed seed abortion distribution of *C*. *rubella* × RILs. (B) Seed abortion of crosses *C*. *grandiflora* × *C*. *rubella* (*Cg* ×*Cr*), *C*. *rubella* × *C*. *grandiflora* (*Cr* × *Cg*) using parental accessions of the RIL population.
(TIF) Click here for additional data file.

S1 Table Seed number in inter- and intra-species crosses. (PDF) Click here for additional data file.

S2 Table Genes up- and downregulated in *C*. *rubella* × *C*. *grandiflora* reciprocal hybrid seeds compared to both parents and genes deregulated in Arabidopsis interploidy seeds. (XLSX) Click here for additional data file.

S3 Table Enriched GO terms of genes commonly deregulated in seeds of reciprocal *C*. *rubella* × *C*. *grandiflora* (*Cr* × *Cg*) hybridizations and Arabidopsis WT × *osd1* reciprocal interploidy hybridizations. (PDF) Click here for additional data file.

S4 Table *Capsella rubella* homologues of Type I AGLs in *Arabidopsis thaliana*. (PDF) Click here for additional data file.

S5 Table Genetic models predicting segregation of hybrid incompatibility in crosses of *C*. *rubella* × F2 plants (derived after selfing of an F1 plant *C*. *grandiflora* × *C*. *rubella*). (PDF) Click here for additional data file.

S6 Table Primer sequences used for qPCR. (PDF) Click here for additional data file.

S7 Table Quality of sequencing samples. (PDF) Click here for additional data file.

# Supplementary material for: Non-reciprocal Interspecies Hybridization Barriers in the Capsella Genus Are Established in the Endosperm
**Source:** PLoS Genet. 2015 Jun 18;11(6):e1005295. doi: 10.1371/journal.pgen.1005295
**Supplement:** S1 Table

**S1 Table.** Seed number in inter- and intra-species crosses.

| Genotypes                                                  | Siliques | Seeds | Seeds/Silique |
|------------------------------------------------------------|----------|-------|---------------|
| <i>C. rubella</i> Cr48.21 x <i>C. rubella</i> Cr48.21      | 40       | 341   | 8.525         |
| <i>C. rubella</i> Cr48.21 x <i>C. grandiflora</i> Cg4a     | 44       | 370   | 8.409091      |
| <i>C. grandiflora</i> Cg88.14 x <i>C. grandiflora</i> Cg4a | 36       | 345   | 9.583333      |
| <i>C. grandiflora</i> Cg4a x <i>C. rubella</i> Cr48.21     | 65       | 585   | 9             |

# Supplementary material for: Non-reciprocal Interspecies Hybridization Barriers in the Capsella Genus Are Established in the Endosperm
**Source:** PLoS Genet. 2015 Jun 18;11(6):e1005295. doi: 10.1371/journal.pgen.1005295
**Supplement:** S3 Table

**S3 Table.** Enriched GO terms of genes commonly deregulated in seeds of reciprocal *C. rubella* × *C. grandiflora* (*Cr* × *Cg*) hybridizations and Arabidopsis WT × *osd1* reciprocal interploidy hybridizations. GO terms are sorted by their *P*-value (lower to higher). Only GO categories with a *P*-value <0.001 are shown.

**Commonly down-regulated genes in *Cr* × *Cg* and Arabidopsis WT × *osd1***

| <b>Molecular function</b>    |                       |                        |                                                  |
|------------------------------|-----------------------|------------------------|--------------------------------------------------|
| <b>GO term</b>               | <b><i>P</i>-value</b> | <b>Number of genes</b> | <b>Description</b>                               |
| GO:0003777                   | 7.72E-14              | 14                     | F microtubule motor activity                     |
| GO:0003774                   | 4.72E-12              | 14                     | F motor activity                                 |
| GO:0019887                   | 7.01E-10              | 9                      | F protein kinase regulator activity              |
| GO:0019207                   | 9.01E-10              | 9                      | F kinase regulator activity                      |
| GO:0030234                   | 1.25E-07              | 16                     | F enzyme regulator activity                      |
| GO:0030528                   | 1.21E-05              | 45                     | F transcription regulator activity               |
| GO:0016563                   | 2.29E-04              | 7                      | F transcriptional activator activity             |
| GO:0003700                   | 4.99E-04              | 37                     | F transcription factor activity                  |
| <b>Biological process</b>    |                       |                        |                                                  |
| <b>GO term</b>               | <b><i>P</i>-value</b> | <b>Number of genes</b> | <b>Description</b>                               |
| GO:0007018                   | 1.41E-13              | 13                     | P microtubule-based movement                     |
| GO:0007017                   | 1.04E-12              | 15                     | P microtubule-based process                      |
| GO:0030705                   | 5.32E-12              | 13                     | P cytoskeleton-dependent intracellular transport |
| GO:0007010                   | 1.11E-08              | 15                     | P cytoskeleton organization and biogenesis       |
| GO:0051726                   | 1.48E-08              | 11                     | P regulation of cell cycle                       |
| GO:0007049                   | 4.83E-08              | 13                     | P cell cycle                                     |
| GO:0046907                   | 7.50E-07              | 19                     | P intracellular transport                        |
| GO:0051649                   | 8.70E-07              | 19                     | P establishment of cellular localization         |
| GO:0051641                   | 9.70E-07              | 19                     | P cellular localization                          |
| GO:0051244                   | 4.40E-06              | 46                     | P regulation of cellular physiological process   |
| GO:0050794                   | 5.00E-06              | 46                     | P regulation of cellular process                 |
| GO:0050791                   | 8.78E-06              | 46                     | P regulation of physiological process            |
| GO:0050789                   | 1.02E-04              | 46                     | P regulation of biological process               |
| GO:0006810                   | 6.54E-04              | 46                     | P transport                                      |
| GO:0006996                   | 6.88E-04              | 17                     | P organelle organization and biogenesis          |
| GO:0016043                   | 7.31E-04              | 28                     | P cell organization and biogenesis               |
| GO:0051234                   | 7.64E-04              | 46                     | P establishment of localization                  |
| GO:0051179                   | 8.29E-04              | 46                     | P localization                                   |
| <b>Cellular localization</b> |                       |                        |                                                  |
| <b>GO term</b>               | <b><i>P</i>-value</b> | <b>Number of genes</b> | <b>Description</b>                               |
| GO:0005875                   | 5.79E-13              | 13                     | C microtubule associated complex                 |
| GO:0015630                   | 3.67E-12              | 16                     | C microtubule cytoskeleton                       |

|            |          |    |                        |
|------------|----------|----|------------------------|
| GO:0044430 | 1.11E-10 | 16 | C cytoskeletal part    |
| GO:0005856 | 9.34E-10 | 16 | C cytoskeleton         |
| GO:0031225 | 1.65E-06 | 14 | C anchored to membrane |
| GO:0009524 | 7.84E-04 | 4  | C phragmoplast         |
| GO:0005634 | 8.91E-04 | 46 | C nucleus              |

### Commonly up-regulated genes in *Cr* × *Cg* and Arabidopsis WT × *osd1*

| Molecular function |          |                 |                                                        |
|--------------------|----------|-----------------|--------------------------------------------------------|
| GO term            | P-value  | Number of genes | Description                                            |
| GO:0016798         | 1.96E-04 | 14              | F hydrolase activity, acting on glycosyl bonds         |
| GO:0004553         | 1.72E-04 | 13              | F hydrolase activity, hydrolyzing O-glycosyl compounds |

  

| Biological process |          |                 |                                              |
|--------------------|----------|-----------------|----------------------------------------------|
| GO term            | P-value  | Number of genes | Description                                  |
| GO:0005975         | 8.00E-04 | 18              | P carbohydrate metabolism                    |
| GO:0006355         | 5.36E-04 | 22              | P regulation of transcription, DNA-dependent |
| GO:0006351         | 8.24E-04 | 22              | P transcription, DNA-dependent               |

  

| Cellular localization |          |                 |                       |
|-----------------------|----------|-----------------|-----------------------|
| GO term               | P-value  | Number of genes | Description           |
| GO:0012505            | 1.20E-10 | 89              | C endomembrane system |

### Commonly down-regulated genes in *Cg* × *Cr* and Arabidopsis *osd1* × WT

| Cellular localization |          |                 |                       |
|-----------------------|----------|-----------------|-----------------------|
| GO term               | P-value  | Number of genes | Description           |
| GO:0012505            | 1.52E-04 | 20              | C endomembrane system |

### Commonly up-regulated genes in *Cg* × *Cr* and Arabidopsis *osd1* × WT

| Biological process |          |                 |                         |
|--------------------|----------|-----------------|-------------------------|
| GO term            | P-value  | Number of genes | Description             |
| GO:0009415         | 8.48E-05 | 3               | P response to water     |
| GO:0009790         | 9.57E-05 | 4               | P embryonic development |

# Supplementary material for: Non-reciprocal Interspecies Hybridization Barriers in the Capsella Genus Are Established in the Endosperm
**Source:** PLoS Genet. 2015 Jun 18;11(6):e1005295. doi: 10.1371/journal.pgen.1005295
**Supplement:** S4 Table

**S4 Table.** *Capsella rubella* homologues of Type I AGLs in *Arabidopsis thaliana*. Type I AGLs in *Arabidopsis* were identified according to Bemer et al., 2010.

| <b><i>C. rubella</i> gene identifier</b> | <b><i>A. thaliana</i> gene identifier</b> | <b><i>A. thaliana</i> gene name</b> |
|------------------------------------------|-------------------------------------------|-------------------------------------|
| <i>Carubv10017771m.g</i>                 | AT5G26880                                 | AGL26                               |
| <i>Carubv10010156m.g</i>                 | AT1G01530                                 | AGL28                               |
| <i>Carubv10025656m.g</i>                 | AT2G34440                                 | AGL29                               |
| <i>Carubv10001920m.g</i>                 | AT5G26630                                 | AGL35                               |
| <i>Carubv10002555m.g</i>                 | AT5G26630                                 | AGL35                               |
| <i>Carubv10003757m.g</i>                 | AT5G26630                                 | AGL35                               |
| <i>Carubv10008056m.g</i>                 | AT5G26630                                 | AGL35                               |
| <i>Carubv10001166m.g</i>                 | AT5G26650                                 | AGL36                               |
| <i>Carubv10003161m.g</i>                 | AT5G26650                                 | AGL37                               |
| <i>Carubv10001714m.g</i>                 | AT1G65300                                 | AGL38, PHE2                         |
| <i>Carubv10020903m.g</i>                 | AT1G65300                                 | AGL38, PHE2                         |
| <i>Carubv10022335m.g</i>                 | AT1G65300                                 | AGL38, PHE2                         |
| <i>Carubv10001421m.g</i>                 | AT5G27130                                 | AGL39                               |
| <i>Carubv10007644m.g</i>                 | AT4G36590                                 | AGL40                               |
| <i>Carubv10015167m.g</i>                 | AT3G05860                                 | AGL45                               |
| <i>Carubv10024482m.g</i>                 | AT2G28700                                 | AGL46                               |
| <i>Carubv10024493m.g</i>                 | AT2G28700                                 | AGL46                               |
| <i>Carubv10024608m.g</i>                 | AT2G28700                                 | AGL46                               |
| <i>Carubv10025317m.g</i>                 | AT2G28700                                 | AGL46                               |
| <i>Carubv10027564m.g</i>                 | AT5G55690                                 | AGL47                               |
| <i>Carubv10006793m.g</i>                 | AT2G40210                                 | AGL48                               |
| <i>Carubv10022233m.g</i>                 | AT1G60040                                 | AGL49                               |
| <i>Carubv10015981m.g</i>                 | AT2G40210                                 | AGL49                               |
| <i>Carubv10016121m.g</i>                 | AT2G40210                                 | AGL50                               |
| <i>Carubv10024813m.g</i>                 | AT2G40210                                 | AGL51                               |
| <i>Carubv10025411m.g</i>                 | AT2G40210                                 | AGL52                               |
| <i>Carubv10003642m.g</i>                 | AT5G27070                                 | AGL53                               |
| <i>Carubv10021715m.g</i>                 | AT1G60920                                 | AGL55                               |
| <i>Carubv10021738m.g</i>                 | AT1G60920                                 | AGL56                               |
| <i>Carubv10016398m.g</i>                 | AT3G04100                                 | AGL57                               |
| <i>Carubv10021825m.g</i>                 | AT1G72350                                 | AGL60                               |
| <i>Carubv10024914m.g</i>                 | AT2G24840                                 | AGL61, DIA                          |
| <i>Carubv10028580m.g</i>                 | AT5G60440                                 | AGL62                               |
| <i>Carubv10002683m.g</i>                 | AT1G29962                                 | AGL64                               |
| <i>Carubv10002712m.g</i>                 | AT1G29962                                 | AGL64                               |
| <i>Carubv10002787m.g</i>                 | AT1G29962                                 | AGL64                               |
| <i>Carubv10010430m.g</i>                 | AT1G29962                                 | AGL64                               |
| <i>Carubv10010438m.g</i>                 | AT1G29962                                 | AGL64                               |

|                   |           |               |
|-------------------|-----------|---------------|
| Carubv10010833m.g | AT1G29962 | AGL64         |
| Carubv10011216m.g | AT1G29962 | AGL64         |
| Carubv10012214m.g | AT1G29962 | AGL64         |
| Carubv10012479m.g | AT1G29962 | AGL64         |
| Carubv10021362m.g | AT1G29962 | AGL64         |
| Carubv10021425m.g | AT1G29962 | AGL64         |
| Carubv10021446m.g | AT1G29962 | AGL64         |
| Carubv10021725m.g | AT1G29962 | AGL64         |
| Carubv10021838m.g | AT1G29962 | AGL64         |
| Carubv10022052m.g | AT1G29962 | AGL64         |
| Carubv10022123m.g | AT1G29962 | AGL64         |
| Carubv10022431m.g | AT1G29962 | AGL64         |
| Carubv10028105m.g | AT5G38620 | AGL73         |
| Carubv10019521m.g | AT1G48150 | AGL74         |
| Carubv10006350m.g | AT5G41200 | AGL75         |
| Carubv10006654m.g | AT5G41200 | AGL75         |
| Carubv10007456m.g | AT5G41200 | AGL75         |
| Carubv10007591m.g | AT5G41200 | AGL75         |
| Carubv10015354m.g | AT5G41200 | AGL75         |
| Carubv10028378m.g | AT5G65330 | AGL78         |
| Carubv10014232m.g | AT5G48670 | AGL80, FEM111 |
| Carubv10028059m.g | AT5G48670 | AGL80, FEM111 |
| Carubv10027979m.g | AT5G58890 | AGL82         |
| Carubv10021267m.g | AT1G54760 | AGL85         |
| Carubv10011611m.g | AT1G31630 | AGL86         |
| Carubv10021558m.g | AT1G54760 | AGL86         |
| Carubv10006189m.g | AT1G22590 | AGL87         |
| Carubv10011303m.g | AT1G22590 | AGL87         |
| Carubv10021360m.g | AT1G22590 | AGL87         |
| Carubv10021540m.g | AT1G22590 | AGL87         |
| Carubv10021762m.g | AT1G22590 | AGL87         |
| Carubv10022252m.g | AT1G22590 | AGL87         |
| Carubv10001114m.g | AT5G27960 | AGL90         |
| Carubv10014761m.g | AT3G66656 | AGL91         |
| Carubv10003716m.g | AT5G26950 | AGL93         |
| Carubv10015395m.g | AT2G15660 | AGL95         |
| Carubv10002761m.g | AT5G06500 | AGL96         |
| Carubv10002823m.g | AT5G06500 | AGL96         |
| Carubv10022197m.g | AT1G46408 | AGL97         |
| Carubv10021917m.g | AT5G04640 | AGL99         |
| Carubv10025699m.g | AT5G04640 | AGL99         |
| Carubv10011075m.g | AT1G17310 | AGL100        |
| Carubv10011345m.g | AT1G47760 | AGL102        |

|                          |                  |               |
|--------------------------|------------------|---------------|
| <i>Carubv10011458m.g</i> | <i>AT1G47760</i> | <i>AGL102</i> |
| <i>Carubv10012009m.g</i> | <i>AT1G47760</i> | <i>AGL102</i> |
| <i>Carubv10012603m.g</i> | <i>AT1G47760</i> | <i>AGL102</i> |
| <i>Carubv10024968m.g</i> | <i>AT1G47760</i> | <i>AGL102</i> |
| <i>Carubv10015986m.g</i> | <i>AT3G18650</i> | <i>AGL103</i> |

---

# Supplementary material for: Non-reciprocal Interspecies Hybridization Barriers in the Capsella Genus Are Established in the Endosperm
**Source:** PLoS Genet. 2015 Jun 18;11(6):e1005295. doi: 10.1371/journal.pgen.1005295
**Supplement:** S6 Table

**S6 Table.** Primer sequences used for qPCR.

| <b>Primer</b> | <b>Forward</b>                | <b>Reverse</b>                 |
|---------------|-------------------------------|--------------------------------|
| <i>PP2A</i>   | 5'- AAACCTCTTGCCTGCGGTTAT -3' | 5'- AGGTTCACTGCGAGCTTCCTCA -3' |
| <i>PHE1</i>   | 5'-CATCAAGAGAAGGGGCTGAG-3'    | 5'- GCGATCCTCTCACACAACA-3'     |
| <i>AGL36</i>  | 5'- ATGTGGGATATGCTGGAGGA -3'  | 5'- GAAAGGCATGTGATTGGTGAT -3'  |
| <i>AGL28</i>  | 5'- TGCTTCAGAACCAGTCAACG -3'  | 5'- CATTGAATCCAAACGGGAGA -3'   |
| <i>AGL61</i>  | 5'- TGGGAAAAGCCAGTAGAGG -3'   | 5'- GGAGCCATATTTGCCACAAC -3'   |
| <i>AGL62</i>  | 5'- ATGGACGATGGGAGTCGTAT-3'   | 5'- CAAACGGCAATGCATGACTA-3'    |
| <i>ADM</i>    | 5'- TTGGAGACATCATTGGCAAC-3'   | 5'- TCATCGCTTTGACTGTCACC-3'    |

# Supplementary material for: Non-reciprocal Interspecies Hybridization Barriers in the Capsella Genus Are Established in the Endosperm
**Source:** PLoS Genet. 2015 Jun 18;11(6):e1005295. doi: 10.1371/journal.pgen.1005295
**Supplement:** S7 Table

**S7 Table.** Quality of sequencing samples. Replicates are biological replicates. *Cr*, *Capsella rubella*, *Cg* *Capsella grandiflora*.

| Library                    | Mapped<br>Reads | Average<br>Coverage | Average Reads<br>per Gene | Mapping<br>Efficiency |
|----------------------------|-----------------|---------------------|---------------------------|-----------------------|
| <i>Cr</i> × <i>Cr</i> Rep1 | 69,225,933      | 45.04               | 1282                      | 96%                   |
| <i>Cr</i> × <i>Cr</i> Rep2 | 51,777,128      | 34.81               | 937                       | 89%                   |
| <i>Cr</i> × <i>Cg</i> Rep1 | 69,802,639      | 44.64               | 1292                      | 95%                   |
| <i>Cr</i> × <i>Cg</i> Rep2 | 53,293,936      | 33.69               | 936                       | 88%                   |
| <i>Cg</i> × <i>Cg</i> Rep1 | 61,373,924      | 38.65               | 1131                      | 96%                   |
| <i>Cg</i> × <i>Cg</i> Rep2 | 56,617,904      | 36.05               | 1026                      | 89%                   |
| <i>Cg</i> × <i>Cr</i> Rep1 | 61,471,676      | 41.45               | 1111                      | 87%                   |
| <i>Cg</i> × <i>Cr</i> Rep2 | 54,225,770      | 35.24               | 970                       | 91%                   |

How the deposited data were processed for this re-analysis (not part of the article)

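RNA-sequencing of seeds of 4 crosses was used, with 2 libraries per cross: C. rubella (Cr), C. grandiflora (Cg), C. rubella × C. grandiflora (Cr × Cg) and C. grandiflora × C. rubella (Cg × Cr), the female parent named first. Each library came from 300 to 500 seeds harvested at 6 days after pollination. Crosses and replicates were taken from the sample labels and the column names of the count table, which name both. The microscopy, the seed phenotypes, the mapping of loci and the quantitative PCR of the paper were not analysed here.

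The values are read counts per gene that the authors deposited without normalization. According to the paper's methods, the authors aligned reads to version 1.0 of the C. rubella genome with Stampy, discarded reads mapping to multiple locations with Samtools, and counted reads on annotated genes with htseq-count under default options. These steps are already in the counts and could not be varied. Aligning to the genome of 1 parental species can lower counts of genes whose C. grandiflora allele differs from it. Discarding reads that map to multiple locations lowers counts of genes with near-identical copies. The authors then called genes with RankProd on paired log fold changes from DESeq2, with 100 permutations and a percentage of false prediction (pfp) under 0.05.

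The table holds 26521 genes. Library totals ranged from 24838286 to 34290034 counts, with a median of 28339484, and between 99.97 and 99.99% of the counts of a library fell on the 21214 genes tested. The 10 genes with most counts took between 2.29 and 5.61% of a library. TMM factors lay between 0.955 and 1.031, and the median log2 fold change over all tested genes between -0.018 and 0.035 in every comparison. On principal components of log2 CPM, the first component held 44.3% of the variance and the second 27.9%, and the 2 libraries of each cross lay closest to each other.

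Counts were tested in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1). Genes were kept by filterByExpr with a count minimum of 10, libraries were scaled by TMM, and a robust quasi-likelihood model was fitted to all 4 crosses together. The common dispersion was 0.092, with 4 residual and a median of 4.23 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p under 0.05. The SE given with a log2 fold change is its absolute value divided by the square root of the test's F statistic. It restates the test and is not a separate estimate of the error. A transgressive gene was called against both parents in the same direction. The tests were made for each hybrid against each parent, for the parents against each other and for the hybrids against each other. Overlaps with gene lists were tested by the one-sided hypergeometric test, directions by the two-sided Fisher's exact test, and shifts of whole lists by edgeR's camera with a preset correlation of 0.01, beside fry and camera with an estimated correlation. The lists were the Arabidopsis genes of S2 Table. Gene identifiers were paired with Arabidopsis genes through S2 and S4 Tables only. Other steps used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

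These tests, the genes to be named and the alternatives listed next were chosen before the data were examined, although the paper's tables had been read. The tests of Cr × Cg RNA in a Cg × Cr library and of opposite responses in the hybrids were chosen after their results had been seen. The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter on low counts, a filter at 1 CPM in 2 libraries, the replicate number as a block, an absolute log2 fold change of at least 1, a fit of only the crosses compared, a rank product of same-numbered replicates (100 permutations, pseudocount of 1), each library left out in turn, a background of genes paired with an Arabidopsis gene, and a parental log2 difference of at least 2 in place of 1 for the position of the hybrids between the parents. That position was measured on log2 of CPM plus 0.1, with genes chosen on the libraries of one replicate number and measured in the others. A rank product over all 4 library pairs of a comparison was added after the data had been seen. Both rank products were written for this work on log2 ratios of counts scaled by DESeq2's size factors. The RankProd package was not run, and the paper's text gives no pseudocount and does not name the libraries that were paired, so neither is a repeat of the paper's calls.

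The genes named were fixed by a rule. They are the S4 Table homologues of AGL28, AGL36, AGL61 and AGL62, which the paper's text names, and the genes that S4 Table lists as AGL37 and as AGL38 or PHE2. The latter were taken because the text names PHE1, a name that S4 Table gives to no gene, and that AGL37 is the PHE1 of the text was assumed. It was also assumed that the S4 Table gene for AGL36 is the AGL36a of the text, since Fig 5B shows AGL36a, AGL36b and AGL36c. To them were added other genes that Fig 5B shows without a small letter (AGL29, AGL39, AGL40, AGL45 and AGL91). The rule also took, in each of the 4 transgressive lists, the 3 genes with the largest value of the smaller of their 2 absolute log2 fold changes, among called genes with a mean of at least 1 CPM whose hybrid libraries all lay beyond all parental libraries. Of these, 1 increased gene in each hybrid is left unnamed, because no table pairs it with a name and few such identifiers are printed.

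Where a cross had no count of a gene, a fold is given as a lower bound against 3 counts over the cross. With 1 to 3 counts, the ratio is given with its exact 95% counting interval. These intervals and bounds cover counting error only, since reads of 1 PCR product are not independent molecules. The steps were tested on counts simulated for the same 21214 genes and libraries. With all crosses equal, at most 1 gene was called in any transgressive list over 10 draws, and with hybrids at the arithmetic mean of the observed parents at most 5. Of 200 genes changed 4-fold against both parents, 66% were recovered in Cr × Cg and 63.2% in Cg × Cr, and of those changed 2-fold 0.2 and 0%. These genes were drawn from those above a minimum mean count. No other gene was changed and the parents were equal, unlike in the data, so these shares may not hold there.

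Gene ontology terms, families of genes by product name, genome coordinates, GC content and gene length were not used here, because they need a genome annotation. Results for a further set of genes were computed and are not reported here.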

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

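Of the tests reported here, the rank product over all 4 library pairs and the median difference between replicates were added only after the data had been seen, and the others were planned.

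The reciprocal hybrids differed from each other in 5213 of the 21214 genes tested, 2451 higher and 2762 lower in Cr × Cg than in Cg × Cr (edgeR's direct comparison, adjusted p under 0.05). This result stood out as a tested difference between the cross directions, which the paper describes through comparisons with the parents. The parental libraries enter only the estimate of the spread, and a fit of only the 2 hybrids called 4108 genes. DESeq2 called 6205 genes. The count was 3466 and 2297 without Cr × Cg replicate 1 or 2, and 2899 and 3206 without Cg × Cr replicate 1 or 2. The rank product of same-numbered replicates called 119 genes and that over all 4 library pairs 2022.

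The same asymmetry was present in the transgressive genes, 1724 in Cr × Cg and 97 in Cg × Cr, a ratio of 17.8. A difference in depth was argued against by thinning. With every library thinned at random to the lowest total of 24838286 counts, 1711 and 101 genes were called, a ratio of 16.9. A larger spread between the Cg × Cr libraries over genes as a whole was also argued against. A larger spread in a subset of genes stays open, because a median cannot show it. Some genes had counts in Cg × Cr replicate 2 and none in replicate 1. The median absolute log2 difference between replicates (CPM plus 0.1, all tested genes) was 0.32 in both hybrids. It was 0.46 in Cg × Cr and 0.47 in Cr × Cg over the increased genes of Cr × Cg, and 0.36 and 0.31 over its decreased genes. Without any test, 1348 genes lay 4-fold or more beyond both parents in Cr × Cg and 407 in Cg × Cr, a ratio of 3.31. That ratio was 1.72 without Cg × Cr replicate 2, where the Cg × Cr count rose to 786, and 1.99 without a filter on low counts. It was between 2.38 and 4.65 without any other library. The calls themselves depended more on single libraries. In Cr × Cg and Cg × Cr they were 1274 and 47 without Cr replicate 1, 1045 and 13 without Cr replicate 2, 588 and 27 without Cg replicate 1, and 851 and 44 without Cg replicate 2. They were 1094 and 76 without Cr × Cg replicate 1, 557 and 75 without Cr × Cg replicate 2, 1734 and 20 without Cg × Cr replicate 1, and 1717 and 65 without Cg × Cr replicate 2. The ratio was thus at least 7.4 with any library left out, and it was 6.3 with DESeq2 (2328 and 372 genes). It was smallest by rank products, 2.2 with same-numbered replicates (13 and 6 genes) and 2.4 over all 4 library pairs (806 and 335). The paper's own lists in S2 Table hold 1607 and 411 genes, a ratio of 3.9. The direction of the cross, which the design names, also stays open. It was not tested apart from the library preparation of each cross, nor apart from seed stage and tissue make-up at 6 DAP. The paper reports that the endosperm of both parents had cellularized by then. That of Cr × Cg had not, with delayed embryos, and that of Cg × Cr had done so earlier. No sequencing batch is given in the labels or the paper. GC content and gene length were not tested.

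Of the 830 genes upregulated in Arabidopsis WT × osd1, 407 were higher and 51 lower in Cr × Cg than in Cg × Cr in the direct comparison. The 407 became 248 without Cr × Cg replicate 2 and lay between 291 and 402 without any other library. The rank product of same-numbered replicates gave 34. A poorer alignment of reads of C. grandiflora alleles to the C. rubella genome was weighed, because the hybrids differ in which species is the mother. It would place the list between the parents. Instead 68.3% of the list lay above both parents in Cr × Cg, against 34.6% of the other genes, and these shares were 67.5 to 70.1% and 33.1 to 35.6% with any library left out. This argues against alignment as the whole cause of the raised list. Of the osd1 × WT upregulated genes, 21 were higher and 51 lower in Cr × Cg than in Cg × Cr, and of the downregulated genes 110 were higher and 71 lower. A difference between the cross directions in the response that these genes mark may remain as a hypothesis, found and tested on the same libraries.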

How the results depend on the processing

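Of the alternatives, the rank product over all 4 library pairs was added only after the data had been seen, once the rank product of same-numbered replicates had called few genes. The others were planned.

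DESeq2's size factors in edgeR, either filter on low counts and an absolute log2 fold change of at least 1 left every count of called and shared genes within 1.5 times its value, with 1 change of a call among the directions and list shifts tested. With DESeq2's size factors, 65.0% of the genes shared by Cr × Cg and osd1 × WT had the same direction, at the threshold (exact p = 0.05). The fit of only the crosses compared moved 1 count, the decreased genes shared by Cg × Cr and osd1 × WT, to 7. DESeq2 raised the counts of Cg × Cr and of the parental difference. It called 158 increased and 214 decreased transgressive genes in Cg × Cr, 2536 genes in Cg × Cr against Cr, 1937 against Cg and 4211 between the parents. It gave 13 and 34 genes shared with osd1 × WT, and 38 shared by Cg × Cr and WT × osd1. The cause was not tested.

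The rank products are not the paper's RankProd package, and which libraries the paper paired is not known. The rank product of same-numbered replicates called 11 increased and 2 decreased transgressive genes in Cr × Cg, and 4 and 2 in Cg × Cr. In the 6 comparisons it called 133 genes (Cr × Cg against Cr), 131 (against Cg), 109 (Cg × Cr against Cr), 131 (against Cg), 171 (Cg against Cr) and 119 (Cr × Cg against Cg × Cr). It shared 4 and 0 genes of Cr × Cg with WT × osd1 and 1 and 1 of Cg × Cr with osd1 × WT, and 0 in both crosswise comparisons. Of the WT × osd1 genes, 34 upregulated and 3 downregulated ones differed in their direction between the hybrids. The genes shared by Cr × Cg and WT × osd1, and by Cg × Cr and osd1 × WT, were 100.0% in the same direction (exact p = 1 for both), but with 4 and 2 genes the test could not have passed the threshold. On simulated counts this method recovered 0% of genes changed 4-fold, 58.5% of those changed 16-fold and 94.5% of those changed 64-fold, so that few calls follow from its construction on 2 ratios per gene.

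The rank product over all 4 library pairs called 477 and 329 transgressive genes in Cr × Cg and 111 and 224 in Cg × Cr. In single comparisons it called 1912 (Cr × Cg against Cr), 1814 (against Cg), 1454 (Cg × Cr against Cg), 1797 (Cg against Cr) and 2022 genes (between the hybrids). It shared 154 decreased genes of Cr × Cg with WT × osd1, 33 of Cg × Cr with osd1 × WT, 37 of Cr × Cg with osd1 × WT and 18 of Cg × Cr with WT × osd1. It called 198 WT × osd1 downregulated genes lower in Cr × Cg than in Cg × Cr. The share with the same direction was 48.1% for Cr × Cg and osd1 × WT, on the other side of chance (exact p = 0.13), and 24.7% for Cg × Cr and WT × osd1 (exact p = 0.021). On simulated counts without any change it called 507 genes in a single comparison and 159 transgressive genes (the 4 pairs share libraries and are not independent).

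The replicate numbers were not taken to pair the libraries, because not every correlation was above 0.1. The difference between replicates 1 and 2 correlated across genes with r of -0.12 (Cr and Cg), 0.33 (Cr and Cr × Cg), -0.18 (Cg and Cr × Cg), 0.22 (Cr and Cg × Cr), 0.06 (Cg and Cg × Cr) and 0.24 (both hybrids), and neither the paper nor the labels tie a number to a shared batch. The mapping efficiency that the paper's S7 Table gives was 96 and 89% for replicates 1 and 2 of Cr and of Cg and 95 and 88% for Cr × Cg, but 87 and 91% for Cg × Cr. With the replicate block, 672 and 853 transgressive genes were called in Cr × Cg and 34 and 49 in Cg × Cr, and the increased genes shared by Cg × Cr and osd1 × WT became 3. The shift of the osd1 × WT upregulated genes in Cg × Cr had a fry p of 0.0082 with the block, under 0.05 also after adjustment over the 10 list tests (0.02), where it was 0.035 and 0.087 without it. With an estimated correlation p was 0.031 and 0.15, and 0.1 and 0.36 after adjustment. Of the genes named, AGL28 passed the threshold against Cg with the block (edgeR adjusted p = 0.043), as did its difference between the parents (0.037). AGL61 against Cg (0.071), AGL62 (0.054) and AGL29 (0.052) against Cr, and 1 of the genes with the largest changes in each hybrid, against Cg, no longer passed it.

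Against genes paired with an Arabidopsis gene, the increased genes shared by Cg × Cr and osd1 × WT were 2.08 times the expected number, no longer past the threshold (exact p = 0.087). This background consists mainly of genes that S2 Table lists as deregulated, which raises the number expected. It therefore cannot decide whether the overlap exceeds that among all homologues. In Cg × Cr, the shifts of the WT × osd1 upregulated genes (median -0.02, edgeR's fry p of 0.65 and estimated correlation p of 0.44) and of the osd1 × WT downregulated genes (-0.40, 0.16 and 0.2) were past the threshold only with the preset correlation, and that of the osd1 × WT upregulated genes (1.03, 0.15) not with the estimated one. The tests differ in the correlation between genes that they assume. With a parental log2 difference of at least 2, the mean position of the hybrids between the parents was 0.66 for Cr × Cg and 0.64 for Cg × Cr. Their order then depended on the replicate used to choose genes, with 0.68 and 0.61 for replicate 1 and 0.63 and 0.68 for replicate 2.

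Leaving out 1 library gave 165 to 857 increased and 371 to 877 decreased transgressive genes in Cr × Cg, and 6 to 35 and 4 to 52 in Cg × Cr. Genes called in Cr × Cg ranged from 2064 to 4558 against Cr and from 1086 to 3049 against Cg, and in Cg × Cr from 234 to 1146 and from 155 to 450. Between the parents they were 953 to 2714 and between the hybrids 2297 to 4844. Genes shared with WT × osd1 in Cr × Cg were 43 to 254 (increased) and 187 to 330 (decreased), those shared with osd1 × WT in Cg × Cr 0 to 4 and 1 to 11, and those of the crosswise comparisons 37 to 66 (Cr × Cg) and 1 to 7 (Cg × Cr). Of the WT × osd1 genes, 248 to 402 upregulated ones were higher and 306 to 495 downregulated ones lower in Cr × Cg than in Cg × Cr. The counts of each comparison of 2 crosses fell most when one of its own libraries was left out. Some counts rose, such as the 790 increased genes of Cr × Cg to 857 and 850 and the 208 of them shared with WT × osd1 to 254 and 252 without Cg × Cr replicate 1 or 2. The cause was not tested.

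The share of genes with the same direction stayed at 95.9 to 98.0% for Cr × Cg and WT × osd1 and at 100% for Cg × Cr and osd1 × WT, where the latter passed the threshold in 3 of the 8 fits. In the other 5 at most 1 gene was increased, so that the test could not have passed it. It was 55.3 to 80.0% for Cr × Cg and osd1 × WT, and 25.0 to 100% for Cg × Cr and WT × osd1. The odds ratio of the latter moved to the other side of 1 without Cr replicate 1 (41.7%), Cg replicate 1 (50.0%), Cg replicate 2 (33.3%), Cr × Cg replicate 1 (41.2%) and Cg × Cr replicate 1 (80.0%), and that of the former without Cr × Cg replicate 1 (55.3%). The latter share rested on 22 genes with all libraries. Medians of the lists in Cr × Cg were 1.54 to 1.82 and -1.51 to -0.96 for WT × osd1. The median of the osd1 × WT upregulated genes there was -0.79 to 0.34 (above 0 at 0.34, 0.05 and 0.13 without Cr replicate 1, Cg replicate 1 and Cr × Cg replicate 2), and that of the downregulated genes 0.30 to 0.62. In Cg × Cr, the WT × osd1 medians were -0.43 to 0.08 (above 0 at 0.01, 0.03 and 0.08 without Cr replicate 1, Cg replicate 1 and Cg × Cr replicate 1) and -0.02 to 0.10 (below 0 at -0.02 without Cg × Cr replicate 2). Those of osd1 × WT were 0.61 to 1.27 and -0.73 to -0.19. The cause was not tested.

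For the genes named, 48 comparisons of a hybrid with a parent were recomputed. No direction reversed under any of the 11 settings tried. With DESeq2 41 calls kept their side of the threshold, with DESeq2's size factors 48 and with the block 42. Without 1 library between 30 and 38 did, fewest without Cr × Cg replicate 2. The sets by product name (microtubule, glycosyl hydrolase and pectinesterase genes) were planned and not run, because no product names were used here. At this depth and with 2 libraries per cross, a 2-fold change against both parents was recovered in 0.2% of simulated genes in Cr × Cg and a 4-fold change in 66%. A gene that was not called can thus still have changed. Only 200 simulated genes were changed, so these shares may not hold in the data. Of the 790 increased and 934 decreased genes of Cr × Cg, 87.3% and 79.4% had an absolute log2 fold change of at least 1 against both parents. Smaller changes were thus called too.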

Differences from the paper's values

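The rank product over all 4 library pairs was the only test in this part chosen after the result had been seen.

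The paper's S2 Table lists 183 genes upregulated in Cg × Cr against both parents, where edgeR called 45. Of the alternatives set before the data were examined, DESeq2 (158 genes) gave a count within 1.5 times the paper's. DESeq2's size factors in edgeR (44), no filter on low counts (52), the filter at 1 CPM (47), the replicate block (34), the fit of only the crosses compared (51), a log2 fold change of at least 1 (43) and the rank product of same-numbered replicates (4) did not, nor did any fit with 1 library left out (6 to 35). For the downregulated genes of Cg × Cr the paper's list holds 228 genes and edgeR called 52. DESeq2 called 214, within 1.5 times the paper's count. DESeq2's size factors (53), no filter (61), the filter at 1 CPM (50), the block (49), the fit of only the crosses compared (42), the fold threshold (49), the rank product of same-numbered replicates (2) and the fits with 1 library left out (4 to 52) did not. The rank product over all 4 library pairs, chosen after seeing the values, gave 224 genes but dropped 163 of the paper's 228. Neither rank product is a repeat of the paper's calls, since the RankProd package was not run and the paper's text does not name the libraries that were paired. DESeq2 called 85 of the paper's 183 and 89 of its 228 genes. The lists of S2 Table hold genes with an Arabidopsis homologue, whereas the counts here cover all tested genes.

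The paper's table gives 19 upregulated genes shared by Cg × Cr and osd1 × WT, and 5 were shared here. DESeq2 gave 13, within 1.5 times the paper's number. The other alternatives set before the data were examined gave 1 to 6, and 0 to 4 with 1 library left out. For the downregulated genes the paper's number is 56 and 12 were shared here. No alternative came within 1.5 times of it. DESeq2 gave 34, the other alternatives set before the data were examined 1 to 14, and 1 to 11 with 1 library left out. The rank product over all 4 library pairs, chosen after seeing the values, gave 5 upregulated and 33 downregulated genes.

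The counts of Cr × Cg and its overlaps with WT × osd1 lay within 1.5 times the paper's, with 790 increased genes where the paper lists 888, 934 decreased genes where it lists 719, and 208 and 331 shared genes where it lists 296 and 338. In part of the alternatives they did not, as with the rank product of same-numbered replicates (11, 2, 4 and 0) and with 1 library left out (as low as 165, 371, 43 and 187).

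Among the genes that the paper names as upregulated in Cr × Cg, AGL61 and the S4 Table gene for AGL36, assumed to be the AGL36a of the paper, were called here and AGL28 was not. The paper also reports the rise of AGL28, AGL36a and AGL61 from independent experiments by quantitative PCR. Of the other genes named that Fig 5B shows without a small letter, AGL29, AGL39 and AGL91 were called here too. AGL28 was higher than Cg with an edgeR adjusted p = 0.059. It was called against both parents by DESeq2 (adjusted p = 0.00062 against Cg), with the replicate block (0.043), in the fit of only the crosses compared, and without Cg × Cr replicate 1 (0.004) or 2 (0.0041). AGL40, which Fig 5B shows, was higher than Cg with an edgeR adjusted p = 0.069 and was called by DESeq2 (0.044), in the fit of only the crosses compared, without Cg × Cr replicate 1 or 2 (0.0014 for both) and by the rank product over all 4 library pairs, which was chosen after seeing the values. AGL45, also in Fig 5B, was called against both parents under no setting (edgeR adjusted p = 0.089 against Cr and 0.21 against Cg).

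The paper states that reads of AGL62 and PHE1 were too few for a significant change. By quantitative PCR it reports strongly raised levels of both genes in Cr × Cg. In edgeR's test AGL62 was higher in Cr × Cg than in Cr (adjusted p = 0.04) and Cg (adjusted p = 0.034). This call was lost when any one of the Cr, Cg and Cr × Cg libraries was left out (0.068 to 0.17), and was not made by the rank product of same-numbered replicates. S4 Table names no gene PHE1. Its gene for AGL37 was taken for PHE1, although S4 Table pairs it with the same Arabidopsis gene as AGL36, and whether it is the gene the paper means is not known. The gene for AGL37 was called too (edgeR adjusted p = 0.0042 and 0.02), but not without Cg replicate 1, Cg replicate 2 or Cr × Cg replicate 2. The rank product of same-numbered replicates did not call it.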

Other observations

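Of the tests reported here, those of RNA of Cr × Cg in a Cg × Cr library and of opposite responses in the hybrids, with their simulations, were chosen only after their results had been seen.

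The changes of the hybrids against the mean of the parents were compared with each other. Both share the parental libraries, so chance alone makes them run together. With all crosses equal, simulated counts gave a correlation across genes of 0.337 on average (0.314 to 0.35 over 10 draws). With both hybrids at the arithmetic mean of the observed parents it was 0.68. That mean lies above the mean of the parents' log levels in both hybrids, so 0.68 does not come from the shared libraries alone. The observed correlation over 21214 genes, which are not independent replicates, was -0.073, and 50.7% of genes moved in opposite directions, against 39.1% in the first simulation. Over the 5461 genes with a parental log2 difference under 0.2 it was 0.211. A hypothesis is that genes respond in opposite directions in the reciprocal crosses. It would need a correlation below 0 throughout. The correlation was 0.089 without Cr replicate 1, 0.011 without a filter on low counts, and between -0.257 (without Cg × Cr replicate 2) and -0.006 without any other library. With all libraries and the filter on low counts, the correlation lay below the simulated values. No counts were simulated for the other fits. Whether responses are opposed or only unrelated cannot be told apart, because the sign of the correlation depended on 1 library and on the filter.

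Of the 790 genes increased in Cr × Cg, 425 (53.8%) were lower in Cg × Cr than the mean of the parents. This share was 71.3% without Cg × Cr replicate 2 and 41.8% without Cg replicate 1, when 850 and 165 genes were increased. Of the 934 genes decreased in Cr × Cg, 361 (38.7%) were higher in Cg × Cr than the mean of the parents, and with 1 library left out this share lay between 30.0 and 47.3%. The shared parents shape both shares. In counts simulated with the parents and Cr × Cg as observed and Cg × Cr at the geometric mean of the parents, they were 29.4% (27.3 to 31.4% over 10 draws) and 43.9% (42.3 to 46.2%). For that mean 0.1 CPM was added to each parent. This raises it where a parent had few counts, which can lower the first share and raise the second. In the edgeR fit, 12 genes were increased in Cr × Cg and decreased in Cg × Cr, and 1 was increased in both. Another 6 were decreased in Cr × Cg and increased in Cg × Cr, and 3 were decreased in both. By DESeq2, 59 genes were increased in Cr × Cg and decreased in Cg × Cr, and 13 were increased in both. With that method 14 were decreased in Cr × Cg and increased in Cg × Cr, and 35 were decreased in both. The balance of the decreased genes thus depended on the method. The 12 became 10 and 2 without Cr replicate 1 or 2, 6 and 3 without Cg replicate 1 or 2, 7 without either Cr × Cg library, and 2 and 26 without Cg × Cr replicate 1 or 2. With 1 library left out the 6 became 0 to 3, and the 3 became 8 without Cg × Cr replicate 2 and 0 or 1 without any other. In the paper's own lists of S2 Table, 63 genes are upregulated in Cr × Cg and downregulated in Cg × Cr, 6 are upregulated in both, 11 go the other way and 36 are downregulated in both. No explanation was tested for these values.

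Some genes of Cr × Cg had counts in Cg × Cr replicate 2 and none in replicate 1. A candidate explanation is a small share of Cr × Cg RNA or reads in the replicate 2 library. It was tested on genes with at least 1 CPM in both Cr × Cg libraries, at most 3 counts in each parental library and none in Cg × Cr replicate 1. A first, stricter minimum for Cr × Cg left no gene, so the minimum was lowered afterwards. The 27 genes that remained had 67 counts in Cg × Cr replicate 2, a common share of 3.67% of their Cr × Cg level. A common share would place all of them near that value. Of the 27 genes, 16 had no count, and the highest share was 18.18%. The chi-square per degree of freedom against one share was 6.06, where 10000 simulated draws with counting error and the spread between the Cr × Cg replicates had a median of 1.84, and a proportion of 0.002 of the draws reached the observed value. The counts expected per gene were few, with a median of 2.4 and a maximum of 7.6. More abundant genes were therefore examined whatever their level in the parents, in 12 sets with a minimum of 5, 10, 20 or 50 CPM in both Cr × Cg libraries and at most 0, 3 or 10 counts in Cg × Cr replicate 1. In the 9 sets with at least 20 genes and a median of at least 10 expected counts (30 to 334 genes), the common share was 3.08 to 3.96%. The number of genes under 25% of their expected count was compared with 10000 simulated draws. With the spread between the Cr × Cg replicates drawn from a normal distribution, a proportion of 0.0001 of the draws, the smallest they can give, reached it in all 9 sets. With the spread resampled from the genes' own replicate ratios the proportion was 0.0001 to 0.067, and it was under 0.05 in only 7 of the sets. For example, of 74 genes with at least 5 CPM and no count in replicate 1, 13 were under 25%, where these simulations had medians of 2 and 8 and proportions of 0.0001 and 0.064. This goes against a single common share as the whole source of the counts, but the result depended on the set and on how the spread was drawn. A mixture, also one of a smaller share, and a difference between the seeds of the 2 libraries thus cannot be told apart here. No biological explanation for a difference between replicates was tested.

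Where a parent had no count, the hybrids lay closer to their mother's side. Genes were chosen on the libraries of one replicate number and measured in the others. Of genes without a count in a Cr library and with at least 1 CPM in Cg (161 and 187 genes for the 2 choices of replicate), the median level was 19.4 and 17.5% of that of Cg in Cr × Cg, and 79.2 and 73.7% in Cg × Cr. Of genes without a count in a Cg library and with at least 1 CPM in Cr (66 and 70 genes), it was 77.1 and 61.6% of that of Cr in Cr × Cg, and 21.5 and 18.1% in Cg × Cr. Whole seeds contain maternal tissue, and no explanation was tested.

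Over genes with a parental log2 difference of at least 1 (4199 and 4273 for the 2 choices), the median position of the hybrid between the parents, where 0 is Cr and 1 is Cg, was 0.67 and 0.72 in Cr × Cg and 0.60 and 0.58 in Cg × Cr. Between 60.6 and 61.8% of these genes lay outside the parental values in Cr × Cg and between 50.7 and 53.7% in Cg × Cr. With a parental log2 difference of at least 2 (1754 and 1708 genes), the order of the hybrids depended on the choice of replicate. The position was 0.68 and 0.63 in Cr × Cg and 0.61 and 0.68 in Cg × Cr, and between 52.4 and 57.6% of the genes lay outside the parental values in Cr × Cg and between 46.7 and 47.4% in Cg × Cr. With 2 values per hybrid no test was made.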
